# The Impact of the Major Endoribonucleases RNase E and RNase III and of the sRNA StsR on Photosynthesis Gene Expression in *Rhodobacter sphaeroides* Is Growth-Phase-Dependent

**DOI:** 10.3390/ijms25169123

**Published:** 2024-08-22

**Authors:** Janek Börner, Julian Grützner, Florian Gerken, Gabriele Klug

**Keywords:** riboregulation, ribonucleases, RNase E, RNase III, stationary phase, bacterial photosynthesis, *Rhodobacter*, pigment synthesis

## Abstract

*Rhodobacter sphaeroides* is a facultative phototrophic bacterium that performs aerobic respiration when oxygen is available. Only when oxygen is present at low concentrations or absent are pigment–protein complexes formed, and anoxygenic photosynthesis generates ATP. The regulation of photosynthesis genes in response to oxygen and light has been investigated for decades, with a focus on the regulation of transcription. However, many studies have also revealed the importance of regulated mRNA processing. This study analyzes the phenotypes of wild type and mutant strains and compares global RNA-seq datasets to elucidate the impact of ribonucleases and the small non-coding RNA StsR on photosynthesis gene expression in *Rhodobacter*. Most importantly, the results demonstrate that, in particular, the role of ribonuclease E in photosynthesis gene expression is strongly dependent on growth phase.

## 1. Introduction

Most studies analyzing bacterial gene regulation look at bacteria in the exponential phase. In most natural environments, however, bacteria do not find conditions that sustain steady growth. They often have to cope with scarce nutrients, enter growth arrest, and stay in the stationary phase for long time periods. Slow-down or arrest of growth often goes along with increased resistance to abiotic stresses, like oxidative stress, temperature stress, desiccation, extreme pH, or exposure to antibiotics [1,2,3,4,5,6,7,8]. In the past, we monitored the transcriptome of *Rhodobacter sphaeroides* (recently renamed *Cereibacter sphaeroides* [9]) in different growth phases and revealed the important functions of the alternative sigma factors RpoHI and RpoHII in outgrowth after a prolonged stationary phase [10]. These alternative sigma factors are also crucial for stress resistance in *R. sphaeroides* [11,12,13,14]. Another study compared changes in the transcriptome and the proteome throughout the growth phases of *R. sphaeroides*. Surprisingly, changes in the proteome were more pronounced than changes of the transcriptome, indicating an important role of post-transcriptional processes in growth-phase-dependent gene regulation [15]. Some genes that showed growth-phase-dependent transcript levels were found to have important roles in the bacterial adaptation to stationary phase: genes for manganese uptake, polyhydroxybutyrate production, quorum sensing, and an uncharacterized alternative sigma factor (RSP_3095) [2].

More recently, we identified the small non-coding RNA (sRNA) StsR (sRNA targeting sRNA) as an important regulator of cell division in *R. sphaeroides* [16]. During stationary phase, RpoHI and RpoHII induce expression of StsR, which targets the sRNA UpsM, which is the most abundant sRNA in the exponential phase. UpsM is derived from partial transcriptional termination within the 5′ untranslated region (UTR) of the *dcw* (division and cell wall) gene cluster [17]. The binding of StsR to UpsM and to the 5′ UTR of the polycistronic *dcw* transcript leads to cleavage by RNase E and decreases the levels of *dcw* mRNAs, subsequently resulting in a retardation of cell growth. As a consequence, a strain lacking StsR reaches higher cell density in the stationary phase and resumes growth much faster in outgrowth from the stationary phase than the wild type [16].

*R. sphaeroides* is a facultative phototrophic α-proteobacterium living in aquatic environments. It performs aerobic respiration when oxygen is available and anoxygenic photosynthesis, anaerobic respiration, or fermentation in the absence of oxygen. A tightly regulated formation of photosynthetic complexes is important in avoiding photo-oxidative stress since the simultaneous presence of pigments, light, and oxygen would lead to the generation of harmful singlet oxygen. The formation of the photosynthetic apparatus is regulated by oxygen tension and light intensity, and several proteins that control the transcription of photosynthesis genes have been identified (reviewed in [18,19]). In addition, riboregulation plays an important role in photosynthesis gene expression. The action of ribonucleases and the position of structural RNA-stabilizing elements determine the stoichiometry of proteins encoded by the polycistronic *pufBALMX* operon [20]. The *puf* operon genes encode reaction center proteins (*pufL*, *pufM*), proteins of the light harvesting (LH) I complex (*pufB*, *pufA*), and an assembly factor (*pufX*). Furthermore, the sRNAs PcrZ [21], PcrX [22], asPcrL [23], and StsR [24] have been identified as regulators of photosynthesis gene expression as well as the RNA-binding proteins Hfq [25] and CcaF1 [26]. The endoribonuclease E (RNase E) has a strong effect on the levels of photosynthetic complexes and, consequently, on phototrophic growth [27]. A recent study revealed that RNase E affects the stability of mRNAs for some regulators of photosynthesis genes [28]. In stationary phase during microaerobic growth, photosynthesis genes (encoding proteins of the reaction center, light-harvesting complexes, and enzymes for the synthesis of bacteriochlorophyll and carotenoids) show a very low expression level [24] despite high amounts of photosynthetic complexes.

Since photosynthesis complexes are very stable, a new synthesis of pigments and pigment-binding proteins is only required as long as cells are dividing or changes in the environmental conditions require a switch to photosynthesis [29]. The sRNA StsR was shown to affect photosynthesis gene expression in stationary phase and to target the *rpoE* sigma factor mRNA [24]. Recently, we showed that the endoribonuclease RNase E has a strong impact on the phototrophic but not on the chemotrophic growth of *R. sphaeroides* [27,28], and also that the conserved endoribonuclease III (RNase III) affects the formation of photosynthetic complexes [30]. For these reasons, we further examined the functional roles of RNase E, RNase III, and StsR on transcript levels in exponential and stationary phase under chemotrophic (microaerobic) and phototrophic growth conditions.

Here, we show that the transcript levels of many photosynthesis genes and of genes for regulators of photosynthesis gene expression show stronger differences between microaerobic and phototrophic growth conditions in the stationary phase than in the exponential phase. The expression change of a high proportion of these genes is affected by RNase E, and some genes are affected by RNase III and/or StsR or by a combination of these RNases and StsR.

## 2. Results and Discussion

### 2.1. Effect of the Endoribonucleases RNase E and RNase III and of the sRNA StsR on Growth and Levels of Photosynthetic Complexes in Exponential and Stationary Phase

To investigate the phenotypic effects of impaired RNase E or RNase III activity or the lack of StsR, the growth of the *R. sphaeroides* wild type, the *rne^ts^* strain (substitution of the native *rne* gene with *rne-3071* from *Escherichia coli*), the *rnc**^−^*** strain (disruption of the catalytic center by amino acid exchange), and the ΔStsR mutant strain (chromosomal deletion of *stsR*) were monitored under microaerobic and phototrophic conditions.

Figure 1 demonstrates the almost-identical growth for the wild type and the mutant strains under microaerobic conditions in the exponential phase (panel A). With entry into the stationary phase, differences become visible: while the ΔStsR mutant reached a higher final optical density (OD), a lower final OD was measured for the *rne^ts^* mutant compared to the other strains. This is in agreement with our previous observation of higher ODs for the ΔStsR mutant in the stationary phase [16].

Under phototrophic conditions, a lack of RNase E is known to impede growth strongly [27,28], while the wild type and the *rnc***^−^** mutant show similar growth behavior [30] (as also seen in Figure 1B). Interestingly, the ΔStsR strain showed a prolonged lag phase, which contrasts with the three other strains. Even though ΔStsR entered exponential growth later than the other strains, it still reached a higher final optical density, as is also observed for growth under microaerobic conditions (Figure 1A). All strains besides the *rne^ts^* mutant strain have grown to higher optical densities under phototrophic conditions than under microaerobic conditions. The effect of the *rne* mutation on growth under phototrophic conditions has been described previously [27,28] and is likely due to the altered stabilities of mRNAs for important regulators of photosynthesis gene expression [28].

To monitor the production of photosynthetic complexes, whole-cell absorbance spectra were recorded. Figure 2 shows the absorbance spectra of the wild type and mutant strains during chemotrophic or phototrophic growth in different growth phases. For chemotrophic growth in the dark, microaerobic conditions were chosen, which led to the formation of photosynthetic complexes, even in the absence of light [29].

For phototrophic growth, cultures were incubated without oxygen in the light. Bacteriochlorophylls of the most abundant LH II complex have absorbance maxima at 800 nm and 855 nm. The bacteriochlorophyll of the LH I complex absorbs at 875 nm and appears as a shoulder of the second (855 nm) LH-II-specific peak. The reaction center bacteriochlorophyll absorbs at 800 nm and 870 nm, but due to low abundance, it is not visible in the presence of the light-harvesting complexes. Carotenoids absorb in the region of 450–580 nm. Since different types of carotenoids are formed in presence or absence of oxygen, the absorbances of chemotrophic and phototrophic cultures are clearly different in this region. Other visible absorbance peaks (590 nm and 370 nm) are also caused by bacteriochlorophyll but are independent of the protein environment.

Under microaerobic conditions, the OD-normalized absorbance peaks of the wild type increased from the 4.5 h time point to the 12 h time point (in the transition from exponential to early stationary phase). At 4.5 h, both RNase mutants showed lower amounts of photosynthetic complexes, while the spectrum for the ΔStsR mutant was almost identical to that of the wild type. This can be expected since StsR shows only low expression during the exponential phase [16]. Northern blot analysis revealed that in stationary phase, StsR is more abundant during phototrophic growth than under microaerobic conditions in the wild type and the *rnc***^−^** mutant but less abundant in the *rne^ts^* mutant (Figure S1). During the later stationary phase (time points 24 h and 48 h), the ΔStsR mutant showed decreased levels of photosynthetic complexes. While the *rnc***^−^** mutant showed reduced absorbance values over all time points, the *rne^ts^* mutant showed comparable absorbance levels to the wild type after entering stationary phase (time points from 12 h–72 h).

Under phototrophic conditions, the measured absorbance values were higher than during chemotrophic growth for all strains and stayed relatively constant for the wild type during further incubation. The LH I specific absorbance at 875 nm (“the shoulder”) became more pronounced over time. In the *rnc***^−^** mutant, the LH-I- and LH-II-specific absorbances increased over time and, after 48 h, were almost identical to those of the wild type, while the absorbance levels of the ΔStsR and the *rne^ts^* mutant were clearly lower. At all time points, the LH I-specific “shoulder” was less pronounced in the *rne^ts^* mutant than in the other strains, similar to that observed for growth during microaerobic conditions.

To quantify the relative total amounts of photosynthetic complexes, we determined the bacteriochlorophyll and carotenoid levels for all strains at several time points from the exponential to the stationary phase (Figure S2).

While the measured mean values for bacteriochlorophyll show a very slight increase from time point 4.5 h to 12 h under microaerobic conditions in the wild type, the increase is much stronger and reaches maximal levels at 48 h under phototrophic conditions. A similar observation is made for the carotenoids. In agreement with our recent report for the exponential phase [30], the RNase III mutant showed reduced photopigment levels under microaerobic and phototrophic conditions at all time points tested, while the rate of increase is similar to that of the wild type (Figure S2). The photopigment concentrations measured for the RNase E mutant were close to the wild type levels under microaerobic growth conditions. In contrast, under phototrophic conditions, a very strong reduction of bacteriochlorophyll and carotenoids level is visible under phototrophic conditions as soon as the cells entered the stationary phase (data points from 12 h–72 h), and it is accompanied by the poor growth behavior of the mutant (Figure 1). Also, the ΔStsR mutant showed reduced photopigment levels, especially during phototrophic conditions. These effects became more pronounced as the cells progressed from the early to later stationary phase (12 h–48 h).

### 2.2. RNA-seq Reveals Growth-Phase-Dependent Effects of RNase E, RNase III, and StsR on the Transcriptome

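The libraries covered 4 strains of *R. sphaeroides*: the wild type, the *rne ts* mutant, in which an *E. coli* allele with reduced activity replaces the native RNase E gene, the *rnc***-** mutant with inactive RNase III, and the ΔStsR mutant, which lacks the sRNA StsR. All 4 strains were sampled in the stationary phase, 72 h after inoculation, under microaerobic growth in the dark and phototrophic growth at 60 W/m2, both at 32 °C. Exponential phase libraries were analysed for the ΔStsR strain, and those of the other strains were not analysed here. With 3 libraries per condition, 30 libraries in 10 conditions were compared. Dissolved oxygen under microaerobic growth is given as 25 mM in the paper's methods and as about 25 µM in the sample labels. The deleted sRNA was used to check the labels. StsR, counted as a feature of its own, had 92.3 ± 12.9 CPM (counts scaled to library size, SD, n = 3) in the wild type under microaerobic and 225 ± 56.2 under phototrophic growth, and 0.0112 and 0.0138 in the stationary ΔStsR libraries. The gene *rne* had 5.24 ± 0.976 CPM in the microaerobic libraries labelled *rne ts* and 6.02 ± 0.422 in those of the wild type, while the phototrophic libraries held 1.08 ± 0.421 and 7.64 ± 1.01. Counts per gene do not show from which part of *rne* the reads of the mutant come, and the amino acid exchange in *rnc***-** leaves no trace in such counts.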

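Total RNA had been made into libraries with a small RNA kit, and the authors had trimmed the reads with fastp 0.23.4, aligned them with Bowtie2 2.5.2 and counted them per gene with featureCounts 2.0.6, in which reads mapping to several places were counted in fractions, so that near-identical copies can share counts. Counts of RNAs with the size of ribosomal RNA (9 features) and transfer RNA (61 features) took most of each library. In the wild type they made up 64.4% and 30.0% under microaerobic growth, and 36.1% and 56.7% under phototrophic growth. All other features together received 367453 to 421028 counts in the microaerobic *rne ts* libraries, the lowest range, and 10573560 to 11666743 in the exponential microaerobic ΔStsR libraries, the highest. Total counts per library ranged from 17693981 to 23635654 (median 23322975) in the microaerobic and from 15686377 to 20795673 (median 17396583) in the phototrophic wild type. They ranged from 24008401 to 32306337 (median 29159024) and from 8980264 to 19831233 (median 18409458) in *rnc***-**, and from 17578954 to 23386972 (median 18046030) and from 17839844 to 22717936 (median 20422184) in *rne ts*. The stationary ΔStsR libraries held 68877041 to 88289478 (median 78995537) and 56019921 to 67621995 (median 62150162), and the exponential ones 61169558 to 65836166 (median 63655830) and 57747960 to 76886342 (median 59294268). Every ΔStsR library was thus larger than every library of another strain.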

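From the table of counts, 4288 of 4550 features passed a minimum of 10 counts (filterByExpr) and were tested with edgeR's quasi-likelihood test after TMM scaling, with all 30 libraries in a single fit of the 10 conditions. Adjusted p values are Benjamini-Hochberg values per comparison with a threshold of 0.05, log2 fold changes run from microaerobic to phototrophic growth, from wild type to mutant or from exponential to stationary phase, and levels are CPM with TMM-scaled library sizes, including the counts of the rRNA- and tRNA-size features. A difference between strains in the response to growth conditions was tested as an interaction, mutant minus wild type. Most features of the count table carry an identifier but no gene name. Names were therefore joined from Tables S1 and S2 of the paper, by finding the feature whose 5 log2 fold changes lay nearest to the published ones within 0.1, with the next feature at least 3 times as far away. This placed 1998 of the 1999 rows of Table S1 that were read and all 113 rows of Table S2, and 2070 of 4550 features received a name. The median distance of the joined rows was 0.00374. Fold changes between growth conditions of named genes are for this reason no independent check of those tables, whereas the levels and the comparisons between strains under the same growth condition are. No feature carries the name UpsM or CcsR1, and no value is given under these names.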

To investigate changes in the transcriptome in the wild type and mutant strains between the exponential and stationary growth phases under microaerobic or phototrophic conditions, RNA-seq analyses with total RNA were performed. The principal component analysis (PCA) shown in Figure 3 visualizes variations between the analyzed transcriptomes.

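In the ΔStsR strain, the genes for ribosomal proteins and ATP synthase fell from exponential to stationary phase, while *kbl* and *htpx* rose. Of the 38 genes of the *rps* and *rpl* cluster, 2 rose, 36 fell and 0 did not pass the test (2 and 36 when adjusted over the list alone) under microaerobic growth. Of the 12 ATP synthase genes, 0 rose, 12 fell and 0 did not pass the test (0 and 12 when adjusted over the list alone). The gene *kbl*, for an enzyme of threonine breakdown, had 3.93 CPM in exponential and 611 ± 65.7 CPM (SD, n = 3) in stationary phase, and *htpx*, for a membrane protease of the heat shock response, rose with a log2 fold change of 6.43 (standard error 0.26, adjusted p = 1.30e-20). Under phototrophic growth *htpx* rose as well, with a log2 fold change of 4.70 (standard error 0.24, adjusted p = 8.99e-18). In all, 1792 genes were higher and 1884 lower in stationary phase under microaerobic growth, and 1603 higher and 1700 lower under phototrophic growth, at an adjusted p under 0.05 from edgeR. Over the 500 most variable genes, the mean Euclidean distance between libraries was 16.1 within conditions, 24.8 in the condition with the largest spread, and 62.8 between conditions, where the smallest mean was 25.0. For 30 of 30 libraries, the nearest library was a replicate of their own condition.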

While only a minor variation within the biological triplicates was visible, a large variation between the transcriptomes from the late stationary phase and exponential phase was observed (mainly represented as difference in the *x*-axis position). Moreover, a pronounced variation between microaerobic and phototrophic transcriptomes was visible (mainly represented as difference in the *y*-axis position) when cells were in the stationary phase. 

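Most iron uptake genes rose under phototrophic growth in the stationary wild type, and gas vesicle genes that could be tested fell. The bacteriochlorophyll synthesis gene *bchJ* rose from 1.10 ± 0.432 to 52.2 ± 6.11 CPM (SD, n = 3), a log2 fold change of 5.56 (standard error 0.37, adjusted p = 1.10e-14). Of 12 iron uptake genes, 9 rose, 1 fell and 2 did not pass the test (9 and 1 when adjusted over the list alone), with *feoA1*, for a part of the ferrous iron transporter, at 5.06 (standard error 0.60) and *hmuS*, for heme use, at 3.04 (standard error 0.24). The set test for this list gave adjusted p = 0.0283 from camera, and adjusted p = 0.568 with an estimated correlation. Of 6 gas vesicle genes, 4 had enough counts to be tested, and these 4 fell, among them *gvpN* at −3.28 (standard error 0.28), while the set test gave adjusted p = 0.0714 from camera. Among 18 genes of anaerobic respiration, 2 rose, 11 fell and 5 did not pass the test (2 and 11 when adjusted over the list alone), the set test gave adjusted p = 0.0704 from camera, and *dorX* and *napD* had the values −3.47 and −3.48. Over all tested genes, 1310 rose and 1516 fell in the wild type. The respective numbers were 1400 and 1315 in *rne ts*, 1300 and 1445 in *rnc***-**, and 1435 and 1400 in ΔStsR. In the wild type the split was 1437 and 1324 without the rRNA- and tRNA-size features and 1459 and 1315 without the library of phototrophic replicate 3, and in ΔStsR it was 968 and 889 with the counts of all other features thinned to the smallest library. The first and second principal components held 50.25% and 22.22% of the variance, and the stationary wild type moved from a mean of −37.2 to −1.27 on the first and from −13.9 to 26.6 on the second.

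**Figure D1:**
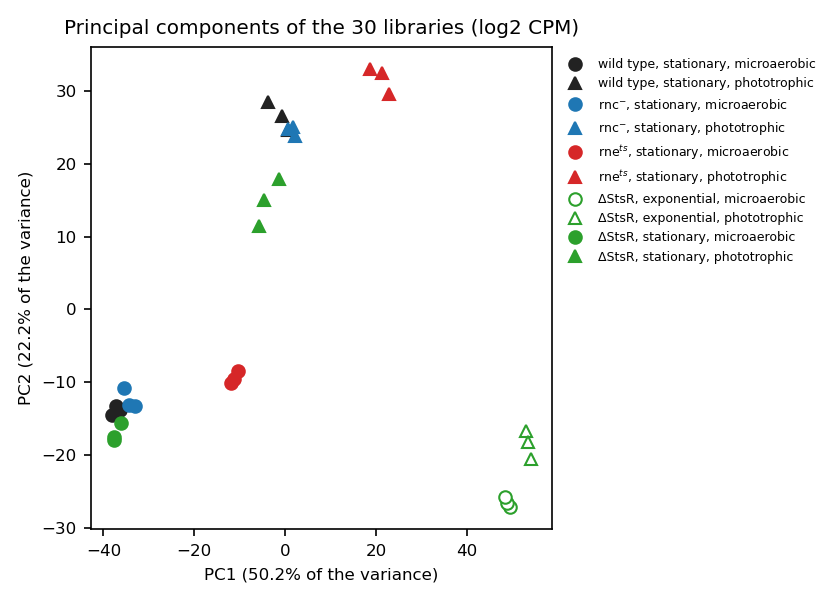
First and second principal component of log2 CPM of the 500 most variable genes, in units of the log2 scale, with 1 point per library for all 30 libraries. In the stationary phase, the phototrophic libraries of each strain lie above the microaerobic ones on the second component.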

In the stationary phase, the transcriptome of the *rne^ts^* mutant mapped more distantly compared to the transcriptomes of the other strains, both during microaerobic and phototrophic growth. 

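In the stationary *rne ts* mutant, genes of NADH dehydrogenase stood above the wild type, and the nitrogen signal protein gene *glnK* below it. Of 11 *nuo* genes whose names end in 1, 10 were higher, 0 were lower and 1 did not pass the test (10 and 0 when adjusted over the list alone) under microaerobic growth, with *nuoF1* at 4.22 (standard error 0.37). Under phototrophic growth *nuoF1* had a log2 fold change of 3.00 (standard error 0.26, adjusted p = 1.22e-11). The gene *glnK* was lower by log2 fold changes of −2.23 (standard error 0.63) under microaerobic and −2.86 (standard error 0.56) under phototrophic growth. The DMSO reductase gene *dorA* was higher under phototrophic growth, with a log2 fold change of 3.60 (standard error 0.26, adjusted p = 2.06e-13). Compared with the wild type, 1243 genes were higher and 1395 lower in *rne ts* under microaerobic growth, and 1256 higher and 1103 lower under phototrophic growth. For *rnc***-** the numbers were 787 and 724, and 452 and 399. For ΔStsR they were 1139 and 1119, and 751 and 716. Without the rRNA- and tRNA-size features, the splits for *rne ts* were 1361 higher and 1254 lower under microaerobic and 1123 higher and 1210 lower under phototrophic growth, that for ΔStsR under microaerobic growth was 1350 higher and 855 lower, and that for *rnc***-** under phototrophic growth 367 higher and 520 lower. With only the compared conditions in the fit, the numbers under phototrophic growth were 152 and 101 for *rnc***-** and 292 and 376 for ΔStsR. With the counts of all other features thinned to the smallest library, they were 243 and 264 for *rnc***-** and 415 and 387 for ΔStsR, and 452 and 530 for *rnc***-** under microaerobic growth. The mean distance of *rne ts* from the wild type was 1.80 times that of the other mutants (replicate SD 0.11, 500 most variable genes).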

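In exponentially growing ΔStsR cells, several of the genes with the largest responses to phototrophic growth encode enzymes of the Calvin cycle. Of 16 such genes, 13 rose, 0 fell and 3 did not pass the test (13 and 0 when adjusted over the list alone). The set test gave adjusted p = 2.86e-13 from camera, and adjusted p = 0.0561 with an estimated correlation. The phosphoribulokinase genes *prkA* and *prkB* had log2 fold changes of 5.58 (standard error 0.27) and 5.32 (standard error 0.20). The gene *cbbS*, for the small subunit of ribulose bisphosphate carboxylase, rose from 0.292 ± 0.00842 to 11.2 ± 0.582 CPM (SD, n = 3), a log2 fold change of 5.25 (standard error 0.24, adjusted p = 1.92e-18). Over all genes, 849 were higher and 1035 lower under phototrophic growth, and 385 and 271 of these by at least 2-fold. In the stationary phase of the same strain, 723 and 865 genes passed the test with at least 2-fold changes. On the second principal component, the exponential ΔStsR libraries had means of −26.5 under microaerobic and −18.5 under phototrophic growth, and the stationary ones −17.0 and 14.8.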

The variation between microaerobic and phototrophic transcriptomes was much less pronounced during the exponential growth phase. Under phototrophic conditions in the exponential phase, the RNase III mutant showed the highest similarity to wild type, while the ΔStsR mutant and the RNase E mutant clustered in close proximity to each other but distantly from the wild type.

### 2.3. Growth-Phase-Dependent Effects of RNase E, RNase III, and StsR on Expression of Photosynthesis-Related Genes

While the influence of light and oxygen availability on the expression of photosynthesis genes has been studied intensely in recent decades, less is known about the influence of growth phases on the expression of photosynthesis genes. We first visualized the expression of 89 annotated photosynthesis-related genes in the EMBL-EBI QuickGO database, which were found using the following photosynthesis-related GO (gene ontology) terms: 0015979: photosynthesis; 0015995: chlorophyll biosynthetic process; 0016117: carotenoid biosynthetic process; 0030076: light-harvesting complex; 0030494: bacteriochlorophyll biosynthetic process; 0036070: light-independent bacteriochlorophyll biosynthetic process; 0033014: tetrapyrrole biosynthetic process; 0006782: protoporphyrinogen IX biosynthetic process; 0006783: heme biosynthetic process [31]. The box plots in Figure 4 compare the expression change (log_2_ fold) of the genes between microaerobic and phototrophic growth.

Due to the normalization by DESeq2, the average expression changes of all annotated (4450) genes was almost unaffected by the growth phase (exponential or stationary) or the strain background (left panel), resulting in a median close to 0 (left panel). However, in the stationary phase, the log_2_ fold changes showed clearly larger variations. 

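Over the 4288 tested genes, the log2 fold changes between growth conditions had an interquartile range of 1.49 in stationary and 0.84 in exponential ΔStsR cells. The stationary range was 1.76 times the exponential one (replicate SD 0.15). In the stationary phase of the other strains, the interquartile range was 1.92 in the wild type, 2.13 in *rne ts* and 1.75 in *rnc***-**. The median over all genes was −0.10 in the wild type, −0.0044 in *rne ts*, −0.09 in *rnc***-**, 0.04 in stationary ΔStsR and −0.10 in exponential ΔStsR cells. Of single genes with large changes, *RSP_0466* rose in the wild type by a log2 fold change of 6.65 (standard error 0.46, adjusted p = 2.97e-14) and *RSP_1450* fell with −5.64 (standard error 0.22). Genes are not replicates, and the ranges were not tested beyond the replicate SD.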

When analyzing the photosynthesis-related genes (right panel), the median was slightly higher than 0 during exponential growth for all strains. On the other hand, the median was even higher during the stationary phase, and the variations of the log_2_ fold changes were much larger than in exponential phase and were also larger compared to all genes in the stationary phase (left panel). 

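Under phototrophic growth, *bchB*, for a subunit of protochlorophyllide reductase, and *hemN*, for an oxygen-independent coproporphyrinogen oxidase, were higher in stationary cells of the wild type, with log2 fold changes of 4.43 (standard error 0.26) and 3.92 (standard error 0.24). Of the 90 photosynthesis-related genes, which the paper took from GO terms, 54 rose, 15 fell and 21 did not pass the test (54 and 15 when adjusted over the list alone) in the wild type, with adjusted p = 2.65e-06 from camera, and adjusted p = 0.185 with an estimated correlation. Their median log2 fold change was 1.44 and their interquartile range 2.77. In stationary *rnc***-** and ΔStsR cells the medians were 1.70 and 0.93 and the ranges 2.53 and 2.05. The exponential ΔStsR cells had a median of 0.51 and a range of 0.93. Without the genes of the photosynthesis gene cluster, 51 genes with a mean of 0.68 were left in the wild type, which did not pass the set test (adjusted p = 0.183 from camera).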

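Genes for light harvesting and pigment synthesis rose under phototrophic growth in the stationary *rne ts* mutant. The bacteriochlorophyll synthesis gene *bchM* rose by a log2 fold change of 6.51 (standard error 0.34, adjusted p = 2.94e-17), the light-harvesting gene *pucA* by 5.75 (standard error 0.31) and the carotenoid synthesis gene *crtA* by 5.43 (standard error 0.23). Of the 90 photosynthesis-related genes, 61 rose, 13 fell and 16 did not pass the test (61 and 13 when adjusted over the list alone), with adjusted p = 2.18e-10 from camera, and adjusted p = 0.133 with an estimated correlation. The interquartile range of this list was 3.50, and its median 2.46. Without the genes of the photosynthesis gene cluster, the set did not pass (adjusted p = 0.0892 from camera).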

The highest variation for the expression of photosynthesis-related genes in the stationary phase is observed for the *rne^ts^* strain, in agreement with earlier observations [28]. In summary, the box plots demonstrate an influence of growth phases on photosynthesis-related genes.

The box plots in Figure S3 show the average log_2_ fold changes of gene expression in the stationary phase compared to the exponential phase. 

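In ΔStsR, the strain whose exponential and stationary libraries were both analysed, genes of anaerobic respiration were among those that rose into stationary phase under microaerobic growth. There *dorX*, a gene next to those of DMSO reductase, had a log2 fold change of 6.81 (standard error 0.25, adjusted p = 1.09e-21), and under phototrophic growth one of 3.93 (standard error 0.22). Of 18 genes of anaerobic respiration, 14 rose, 1 fell and 3 did not pass the test (14 and 1 when adjusted over the list alone) under microaerobic growth. Over all tested genes, the interquartile range of the change from exponential to stationary phase was 3.16 under microaerobic and 2.15 under phototrophic growth, with medians of −0.07 and −0.04.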

The general distribution of expression changes for all genes was larger during microaerobic growth compared to phototrophic growth (median values were close to 0). 

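Pigment synthesis genes of the ΔStsR strain fell into stationary phase under both growth conditions. Under microaerobic growth, *bchH*, for a subunit of magnesium chelatase, had a log2 fold change of −4.51 (standard error 0.23, adjusted p = 2.51e-18) and *bchY*, for a subunit of chlorophyllide reductase, one of −5.11 (standard error 0.23). Under phototrophic growth, *bchD*, for another magnesium chelatase subunit, had −3.51 (standard error 0.20). Of the 90 photosynthesis-related genes, 14 rose, 69 fell and 7 did not pass the test (14 and 69 when adjusted over the list alone) under microaerobic growth, with a median of −2.39. Under phototrophic growth 7 rose, 72 fell and 11 did not pass the test (7 and 72 when adjusted over the list alone), with a median of −1.42.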

Looking only at the photosynthesis-related genes, the median was shifted to negative values for all strains and conditions but not for the *rne^ts^* strain during phototrophic growth (median slightly higher than 0). 

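Among the 90 photosynthesis-related genes of ΔStsR, *bchJ* fell and the heme synthesis gene *hemF* rose from exponential to stationary phase under microaerobic growth, with −5.37 (standard error 0.33) and 2.87 (standard error 0.25). Under phototrophic growth the same genes had −1.77 (standard error 0.28) and 2.82 (standard error 0.25). The interquartile range of the list was 3.12 under microaerobic and 1.43 under phototrophic growth, and no test between the ranges was made.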

The spread between log_2_ fold change values was higher during microaerobic growth than during phototrophic growth; this difference was smaller in the *rne^ts^* strain than in the other strains.

Furthermore, we also visualized the expression in response to growth phases and growth conditions via heatmaps for the 89 selected photosynthesis-related genes (Figure 5).

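For ΔStsR cells, the response of photosynthesis-related genes to phototrophic growth was compared between growth phases as an interaction, stationary minus exponential. The response of *bchJ* was larger in stationary phase by a difference of log2 fold changes of 3.60 (standard error 0.40, adjusted p = 4.21e-09), and that of the tetrapyrrole synthesis gene *hemZ* by 2.92 (standard error 0.29, adjusted p = 2.87e-10). Of the 90 genes, 52 had a larger value in stationary phase, 21 had a smaller one and 17 did not pass the test (52 and 23 when adjusted over the list alone). Over all tested genes, 1391 had a larger and 1207 a smaller value in stationary phase.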

First of all, the heatmap visualizes much stronger expression changes between microaerobic and phototrophic conditions in the stationary phase compared to the exponential phase in all strains, as also revealed by the box plots. 

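The response of photosynthesis-related genes to phototrophic growth was compared between each mutant and the wild type in stationary phase. In *rne ts*, *pucB*, for a light-harvesting protein, responded more than in the wild type, by a difference of log2 fold changes of 1.90 (standard error 0.46, adjusted p = 6.75e-04), and *bchJ* less, by −3.44 (standard error 0.49, adjusted p = 5.08e-07). Of the 90 genes, 38 had a larger value than the wild type, 10 had a smaller one and 42 did not pass the test (38 and 10 when adjusted over the list alone). In *rnc***-**, 15 had a larger value, 5 had a smaller one and 70 did not pass the test (15 and 6 when adjusted over the list alone). In ΔStsR, 14 had a larger value, 18 had a smaller one and 58 did not pass the test (14 and 14 when adjusted over the list alone). The counts of the mutants were not tested against each other.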

The strongest deviation from the wild type pattern is again observed for the *rne^ts^* strain. Genes that are localized together on the chromosome are marked (clusters 1–7, gray bars). While some of the genes in clusters 1, 2, and 3 are known to be co-transcribed [32,33,34], not all co-localized genes which occur in the heat map are also co-transcribed (some are not shown due to the cut-off criteria for base mean and *p*-value). Clusters 1–3 comprise the genes for the proteins of the photosynthetic complexes (*puf* and *puc* genes) and the genes for bacteriochlorophyll (*bch*) or carotenoid (*crt*) synthesis. The expression pattern of these genes during exponential growth was most similar between wild type and the ΔStsR strain, while the expression change in the ribonuclease mutants was stronger for most of these genes. 

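The *puf* genes encode the reaction center and the light-harvesting complex I. In the stationary wild type, *pufB* fell under phototrophic growth with a log2 fold change of −0.59 (standard error 0.17, adjusted p = 0.00250), whereas it rose in *rne ts* with 2.52 (standard error 0.19). The difference between these responses was 3.11 (standard error 0.25, adjusted p = 3.29e-12). The operon from *pufQ* to *pufX* had a mean log2 fold change of 0.71 ± 0.07 (replicate SD) in the wild type and 3.69 ± 0.06 in *rne ts*, and 6 of its 6 genes responded more in *rne ts* in the test of the difference. In *rnc***-** the mean was 1.97 ± 0.20, and of 6 genes 3 responded more, 0 responded less and 3 did not pass the test (5 and 0 when adjusted over the list alone). In ΔStsR it was 1.59 ± 0.33, and 3 of 6 genes responded more than in the wild type. The fall of *pufB* in the wild type was lost with only the compared conditions in the fit.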

In the stationary phase, the *rne^ts^* strain showed the strongest differences to the wild type; in particular, the *puf* genes showed stronger expression change.

Cluster 4 comprises 4 genes for heme biosynthesis; cluster 5 comprises 11 genes; and cluster 7 comprises 2 genes for cobalamin synthesis. 

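In stationary phase, the cluster 4 genes *hemC* and *hemZ*, for steps of heme and bacteriochlorophyll synthesis, rose under phototrophic growth, and *hemF*, for an oxygen-dependent coproporphyrinogen oxidase, fell. In the wild type the values were 3.11 (standard error 0.19) for *hemC*, 3.62 (standard error 0.23) for *hemZ* and −1.24 (standard error 0.24) for *hemF*. The gene *hemE*, for uroporphyrinogen decarboxylase, had −0.0049 (standard error 0.20, adjusted p = 0.984) in the wild type and rose in *rne ts* with 2.75 (standard error 0.22). Of the 11 cobalamin genes of cluster 5, 3 rose, 2 fell and 6 did not pass the test (3 and 2 when adjusted over the list alone) in the wild type and 1 rose, 2 fell and 8 did not pass the test (1 and 1 when adjusted over the list alone) in *rne ts*. The cluster 7 gene *cobV*, for cobalamin synthase, rose from 1.51 ± 0.708 to 9.48 ± 2.49 CPM (SD, n = 3) in the wild type and fell from 4.32 ± 0.422 to 2.79 ± 0.811 CPM in *rne ts*, a difference between the responses of −3.29 (standard error 0.37, adjusted p = 4.41e-09). The second gene of this cluster, *cobT*, had 0.06 (standard error 0.15, adjusted p = 0.719) in the wild type. Several of these genes had levels of a few CPM, where fold changes are less precise than at high levels.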

Heme and cobalamin are required for bacteriochlorophyll synthesis. Cluster 6 comprises three *cbb* genes encoding proteins of the Calvin–Benson–Bassham (CBB) cycle. 

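Of the cluster 6 genes, *cbbL*, for the large subunit of ribulose bisphosphate carboxylase, fell under phototrophic growth in the stationary wild type, with a log2 fold change of −0.80 (standard error 0.22, adjusted p = 0.00219), and likewise in *rne ts* at −1.26 (standard error 0.20) and *rnc***-** at −1.40 (standard error 0.22). In ΔStsR it rose in both phases, by 0.81 (standard error 0.19) in stationary and 3.89 (standard error 0.20) in exponential phase. The fructose bisphosphatase gene *cbbF1* had 0.24 (standard error 0.27, adjusted p = 0.429) in the wild type and rose in *rne ts* with 2.98 (standard error 0.33). The phosphatase gene *cbbZ* rose in the wild type with 3.23 (standard error 0.52), at levels of 0.118 and 1.22 CPM. The call for *cbbL* in the wild type was lost after the other counts were thinned.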

The expression changes of cluster 4 and 5 genes between microaerobic and phototrophic growth in the exponential phase for the wild type was less than that for the RNase mutants.

Genes that are not included in clusters 1–7 are localized at different positions of the chromosome. 

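*RSP_6208* rose under phototrophic growth in all 4 strains in stationary phase, from 0.798 ± 0.197 to 3.02 ± 1.07 CPM (SD, n = 3) in the wild type and from 0.314 ± 0.162 to 17.4 ± 9.52 CPM in *rne ts*. The log2 fold changes were 1.99 (standard error 0.35) and 5.79 (standard error 0.46), and the response in *rne ts* was larger by 3.80 (standard error 0.70, adjusted p = 2.50e-05), a call lost with thinned counts. In *rnc***-** and ΔStsR the values were 2.37 (standard error 0.37) and 2.30 (standard error 0.30). Tested against the wild type, these responses differed by 0.38 (standard error 0.53, adjusted p = 0.665) in *rnc***-** and 0.30 (standard error 0.47, adjusted p = 0.643) in ΔStsR.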

RSP_6208 has a role in porphyrin synthesis and shows high expression change only in the *rne^ts^* strain in the stationary phase. The genes *cfxA* and *cfxB* encode fructose-6-P aldolase and show similar and remarkably strong expression changes between the different strains, despite their localizations in different regions of the chromosome.

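Both aldolase genes rose under phototrophic growth in the stationary wild type, *cfxA* with a log2 fold change of 2.48 (standard error 0.57, adjusted p = 2.85e-04) and *cfxB* with 1.85 (standard error 0.32). In *rne ts*, *cfxA* had 3.50 (standard error 0.65) and *cfxB* 0.24 (standard error 0.26, adjusted p = 0.437). The response of *cfxB* was smaller in *rne ts* than in the wild type by −1.61 (standard error 0.42, adjusted p = 0.00163), and the difference for *cfxA* was 1.02 (standard error 1.02, adjusted p = 0.408). In *rnc***-** the values were 2.27 (standard error 0.46) and 2.42 (standard error 0.30), and in stationary ΔStsR cells 4.22 (standard error 0.38) and 1.99 (standard error 0.21). In exponential ΔStsR cells, *cfxA* rose from 0.305 ± 0.0428 to 26.3 ± 4.29 CPM (SD, n = 3), a log2 fold change of 6.42 (standard error 0.39, adjusted p = 5.03e-15), and *cfxB* with 4.11 (standard error 0.22). The gene *cfxA* lies on chromosome 1 from 3050300 to 3051379 and *cfxB* on chromosome 2 from 327600 to 328664.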

### 2.4. Effect of Growth Conditions and Growth Phases on Other Functional Groups of Genes

Next, we analyzed the average change in gene expression between microaerobic or phototrophic growth in the exponential and stationary phases for the other functional groups of genes. 

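Exponential phase values were computed for the ΔStsR strain. There, light-harvesting genes of the photosynthesis gene cluster rose under phototrophic growth, with *pucB* at 1.80 (standard error 0.26) and *pufB* at 1.77 (standard error 0.17). Of 39 genes of the cluster, 24 rose, 0 fell and 15 did not pass the test (25 and 0 when adjusted over the list alone), and the mean was 0.62 ± 0.08 (replicate SD), with adjusted p = 9.08e-06 from camera, and adjusted p = 0.361 with an estimated correlation. Among 58 motility genes, 28 rose, 10 fell and 20 did not pass the test (32 and 11 when adjusted over the list alone), with a mean of 0.29 ± 0.10 and adjusted p = 9.04e-04 from camera, and adjusted p = 0.295 with an estimated correlation. The flagellar genes *fleQ*, for a regulator, and *fliE*, for a basal body protein, fell with log2 fold changes of −2.04 (standard error 0.17) and −1.86 (standard error 0.28).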

While we observed increased expression changes of the photosynthesis gene cluster (38 genes: clusters 1–3 of the heat map in Figure 5) during exponential growth in all tested strains, the expression of motility genes (63 genes, *RSP_0032-0083*) decreased in the wild type but increased in the *rne^ts^* mutant, and was only weakly affected in the *rnc***^−^** and ΔStsR strains (Table 1). A strong effect of RNase E on expression of the motility genes in *R. sphaeroides* has previously been observed [28]. Growth phases had a similar strong effect on the expression changes of motility genes, as observed for photosynthesis genes. 

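The *dcw* genes, for division and cell wall synthesis, and the *rps* and *rpl* genes, for ribosomal proteins, were compared between growth phases in ΔStsR. Of 18 *dcw* genes, 1 rose, 7 fell and 10 did not pass the test (1 and 7 when adjusted over the list alone) under phototrophic growth in exponential phase, with a mean of −0.37 ± 0.08 (replicate SD). The cell division gene *ftsA* had a log2 fold change of −0.99 (standard error 0.24, adjusted p = 9.11e-04). In stationary phase 13 rose, 4 fell and 1 did not pass the test (13 and 4 when adjusted over the list alone), with a mean of 0.47 ± 0.12, and *envA*, for a step of lipid A synthesis, rose with 2.19 (standard error 0.32). Of 38 ribosomal genes, 5 rose, 3 fell and 30 did not pass the test (1 and 3 when adjusted over the list alone) in exponential phase, and *rplE* had 0.76 (standard error 0.17). The difference between phases was tested as well. Among the *dcw* genes, 12 had a larger value in stationary phase, 3 had a smaller one and 3 did not pass the test (13 and 3 when adjusted over the list alone). Among the ribosomal genes, 27 had a larger value, 3 had a smaller one and 8 did not pass the test (28 and 3 when adjusted over the list alone). The set test for the exponential *dcw* genes gave adjusted p = 0.141 from camera.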

Expression changes of the *dcw* genes (division and cell wall synthesis, 24 genes, *RSP_2095-2117*) or *rps* and *rpl* genes (for ribosomal proteins, 37 genes, *RSP_1705-1740*) showed a lower growth-phase-dependent response. In the stationary phase (72 h after inoculation), photosynthesis genes showed stronger differences between microaerobic and phototrophic incubation in all strains, as also demonstrated by the box plots (Figure 4) and the heatmap (Figure 5). 

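In stationary phase, the genes of the photosynthesis gene cluster rose under phototrophic growth in each of the 4 strains. Of 39 genes, 35 rose, 2 fell and 2 did not pass the test (35 and 2 when adjusted over the list alone) in the wild type, with a mean of 2.26 ± 0.10 (replicate SD). In *rne ts*, 38 rose, 0 fell and 1 did not pass the test (38 and 0 when adjusted over the list alone), and the mean was 3.56 ± 0.10. In *rnc***-**, 36 rose, 0 fell and 3 did not pass the test (37 and 0 when adjusted over the list alone), with a mean of 2.74 ± 0.34. In ΔStsR, 35 rose, 1 fell and 3 did not pass the test (35 and 1 when adjusted over the list alone), with a mean of 2.11 ± 0.34. Examples are *bchM* at 4.33 (standard error 0.31) in the wild type and 4.02 (standard error 0.29) in ΔStsR, and *pucB* at 4.73 (standard error 0.32) in *rnc***-**. In the set test, the wild type had adjusted p = 4.14e-11 from camera, and adjusted p = 0.217 with an estimated correlation. For *rne ts* the values were adjusted p = 1.07e-19 from camera, and adjusted p = 0.149 with an estimated correlation. They were adjusted p = 7.43e-18 from camera, and adjusted p = 0.150 with an estimated correlation for *rnc***-**, and adjusted p = 5.83e-13 from camera, and adjusted p = 0.199 with an estimated correlation for ΔStsR.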

The same was true for *rps* and *rpl* genes. 

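Ribosomal protein genes rose under phototrophic growth in stationary cells. *rpsM*, for a protein of the small subunit, had log2 fold changes of 3.30 (standard error 0.23) in the wild type, 2.21 (standard error 0.22) in *rne ts*, 2.78 (standard error 0.23) in *rnc***-** and 2.33 (standard error 0.20) in ΔStsR. Of the 38 genes of the cluster, 31 rose, 3 fell and 4 did not pass the test (31 and 3 when adjusted over the list alone) in the wild type, with a mean of 1.18 ± 0.11 (replicate SD) and adjusted p = 1.02e-05 from camera, and adjusted p = 0.295 with an estimated correlation. In *rne ts*, 30 rose, 2 fell and 6 did not pass the test (30 and 2 when adjusted over the list alone), with adjusted p = 0.00131 from camera, and adjusted p = 0.449 with an estimated correlation. In *rnc***-**, 32 rose, 3 fell and 3 did not pass the test (32 and 3 when adjusted over the list alone), with adjusted p = 3.97e-05 from camera, and adjusted p = 0.334 with an estimated correlation. In ΔStsR, 29 rose, 2 fell and 7 did not pass the test (29 and 2 when adjusted over the list alone), with adjusted p = 3.23e-04 from camera, and adjusted p = 0.375 with an estimated correlation. The RNA polymerase gene *rpoB*, which lies among them, fell in ΔStsR with −2.40 (standard error 0.17).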

Strong differences in expression changes between exponential and stationary phase were also observed for motility genes. Differences in their expression levels were less pronounced in the wild type in the stationary phase but were more pronounced in the ΔStsR mutant. 

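Flagellar genes fell under phototrophic growth in stationary ΔStsR cells, for example *flgB*, for a protein of the basal body rod, at −3.18 (standard error 0.35) and the hook protein gene *flgE* at −2.25 (standard error 0.21). The fall of *flgE* was larger in the wild type than in ΔStsR. Of 58 motility genes, 2 rose, 33 fell and 23 did not pass the test (2 and 33 when adjusted over the list alone) in ΔStsR, with a mean of −1.12 ± 0.20 (replicate SD) and adjusted p = 0.00112 from camera, and adjusted p = 0.310 with an estimated correlation. In the wild type, 2 rose, 20 fell and 36 did not pass the test (2 and 18 when adjusted over the list alone), with a mean of −0.88 ± 0.35 and adjusted p = 0.169 from camera, and the mean was −0.58 with the counts of all features but the rRNA- and tRNA-size ones thinned to the smallest library. In the test of the difference between stationary and exponential ΔStsR cells, 2 had a larger value, 35 had a smaller one and 21 did not pass the test (2 and 35 when adjusted over the list alone).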

Motility gene expression was also strongly affected by RNase E but in the opposite manner to photosynthesis gene expression. 

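In the stationary *rne ts* mutant, motility genes fell under phototrophic growth while the genes of the photosynthesis gene cluster rose. The flagellar genes *fliE*, *fliJ* and *fliP*, for parts of the basal body and the export apparatus, had 0.275 ± 0.250, 0.215 ± 0.259 and 0.822 ± 0.587 CPM (SD, n = 3) under microaerobic and 0, 0 and 0.0280 CPM under phototrophic growth. The hook protein gene *flgE* had a log2 fold change of −3.31 (standard error 0.28, adjusted p = 3.71e-12). It fell in the wild type too, and not by less, so this gene shows no larger response in *rne ts*. Of 58 motility genes, 1 rose, 41 fell and 16 did not pass the test (1 and 41 when adjusted over the list alone), with a mean of −2.49 ± 0.10 (replicate SD), a median of −2.22 and adjusted p = 3.65e-06 from camera, and adjusted p = 0.198 with an estimated correlation. With the 4 genes that had no count in 1 of the 2 conditions set at their bound, 3 counts over its libraries, the mean was −2.13 and the median −2.10. Against the wild type, 26 were higher, 2 were lower and 30 did not pass the test (25 and 2 when adjusted over the list alone) in *rne ts* under microaerobic growth, with *fliM*, for a protein of the flagellar switch, at 3.26 (standard error 0.39). Under phototrophic growth 3 were higher, 4 were lower and 51 did not pass the test (1 and 2 when adjusted over the list alone). Of the 25 chemotaxis genes, 2 rose, 12 fell and 11 did not pass the test (2 and 12 when adjusted over the list alone) in *rne ts* in response to phototrophic growth.

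**Figure D2:**
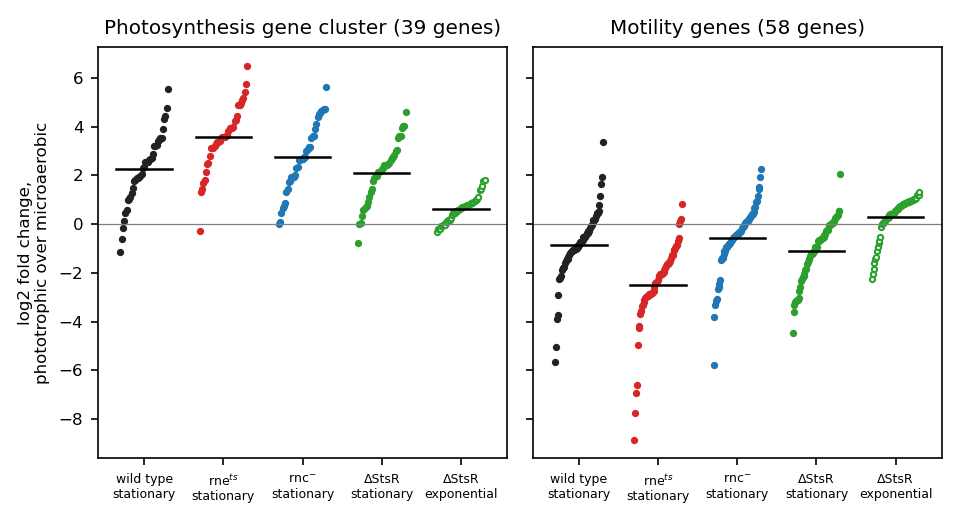
Log2 fold changes from microaerobic to phototrophic growth of the 39 genes of the photosynthesis gene cluster and of 58 motility genes, with 1 point per gene, for the stationary phase of 4 strains and the exponential phase of ΔStsR. Black lines are means, which in stationary *rne ts* lie at 3.56 and −2.49.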

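Responses of the 58 motility genes to phototrophic growth were tested against the wild type in stationary phase. In *rne ts*, 3 had a larger value, 19 had a smaller one and 36 did not pass the test (2 and 16 when adjusted over the list alone), with a mean difference of −1.61 ± 0.36 (replicate SD). In *rnc***-**, 2 had a larger value, 0 had a smaller one and 56 did not pass the test (1 and 0 when adjusted over the list alone), and in ΔStsR 4 had a larger value, 5 had a smaller one and 49 did not pass the test (3 and 5 when adjusted over the list alone). The mean log2 fold change in *rnc***-** was −0.59 ± 0.24, or −0.39 without the library of microaerobic replicate 2, where 3 rose, 13 fell and 42 did not pass the test (3 and 10 when adjusted over the list alone), with adjusted p = 0.321 from camera. The hook protein gene *flgE* fell less in ΔStsR than in the wild type, by 1.50 (standard error 0.37, adjusted p = 0.00151). Many motility genes had less than 1 CPM in stationary cells, such as the switch protein gene *fliM* with 0.420 and 0.660 CPM in the wild type.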

The expression changes of motility genes differed from those in the wild type in all mutant strains. These data demonstrate that the strong effects of growth conditions and growth phases are restricted to some functional groups of genes and can be very different among those groups (photosynthesis genes versus motility genes).

### 2.5. Influence of RNase E, RNase III, and StsR on the Growth-Phase-Dependent Expression of Selected Photosynthesis Genes and Their Regulators

For a more detailed analysis of the effect of growth phases on photosynthesis gene expression, we focused on the genes shown in Table 2. We selected these genes as representatives of genes with a direct role in the formation of photosynthetic complexes (group A) or because of their well-known functions in the regulation of photosynthesis genes (groups B–F).

The selected genes are grouped according to their function. Group A genes (part of the photosynthesis-related genes, representing different functions) are required to build photosynthetic complexes: *hemA*, *hemZ*, and *bch* genes are required for the synthesis of bacteriochlorophyll; *crt* genes for the synthesis of carotenoids; *puf* genes encode proteins of the reaction center and of the LH I complex; *puc* genes encode proteins of the LH II complex; RSP_0290 is required for the assembly of the LHI complex; and *fbc* genes encode the subunits of the cytochrome *bc1* complex for photosynthetic electron transport. Group B genes encode known protein regulators of photosynthesis gene expression [18]; group C genes encode RNase E, RNase III, and the exoribonuclease polynucleotide phosphorylase.

While RNases mostly destabilize their target mRNAs, cleavage can also generate more stable processing products (e.g., [35,36,37]). Target cleavage is often promoted by sRNAs and/or RNA-binding proteins like Hfq [38,39,40]. Furthermore, ribonucleases can generate 5′- or 3′-derived sRNAs with important regulatory functions [41,42,43,44]. RNase E is one of the most important ribonucleases in mRNA decay in bacteria [45,46,47]. More recently, a large impact of RNase III in bacterial gene expression in a wide range of bacteria has been reported [48,49,50,51,52,53,54], and RNase III-CLASH (UV cross-linking, ligation, and sequencing of hybrids) has been established as a potent, novel tool for uncovering important new sRNA regulatory networks [55,56].

Group D genes encode important alternative sigma factors with known roles in stress responses and/or stationary phase [2,10,11,57,58]; group E genes encode small non-coding RNAs that influence the formation of photosynthetic complexes [16,21]; and group F genes encode small RNA-binding proteins, affecting the formation of photosynthetic complexes in *R. sphaeroides* [25,26,59]. RNA-binding proteins can control the regulatory activity of sRNAs in bacteria [60,61,62,63,64].

All group A genes except for *hemZ* (encoding coproporphyrinogen III oxidase) showed increased expression during phototrophic growth compared to microaerobic growth in exponential phase. This is also true for *bch* and *crt* genes (not included in this table). 

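Exponential phase values of group A genes were computed for ΔStsR. The light-harvesting operon *pucBAC* had a mean log2 fold change of 1.06 ± 0.15 (replicate SD), and of its 3 genes 2 rose, 0 fell and 1 did not pass the test (2 and 0 when adjusted over the list alone). For the 6 genes from *pufQ* to *pufX* the mean was 1.13 ± 0.27, and 5 rose, 0 fell and 1 did not pass the test (6 and 0 when adjusted over the list alone). For *fbcFBC*, encoding the cytochrome *bc1* complex, the mean was 0.60 ± 0.14, and 2 rose, 0 fell and 1 did not pass the test (2 and 0 when adjusted over the list alone). The gene *crtE*, for an early step of carotenoid synthesis, rose with a log2 fold change of 0.69 (standard error 0.19, adjusted p = 0.00399). Neither *hemA*, for 5-aminolevulinate synthase, with 0.52 (standard error 0.23, adjusted p = 0.0634), nor *hemZ*, with −0.06 (standard error 0.20, adjusted p = 0.841), passed the test.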

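The difference between stationary and exponential phase in the response to phototrophic growth was tested in ΔStsR. The response of *hemA* was larger in stationary phase by 1.55 (standard error 0.33, adjusted p = 1.36e-04), that of *crtE* by 2.85 (standard error 0.28, adjusted p = 3.24e-10) and that of *RSP_0290*, required for assembly of the light-harvesting complex I, by 1.02 (standard error 0.25, adjusted p = 8.43e-04). The mean difference was 1.95 ± 0.35 (replicate SD) over the *bchCXYZ* operon, where 4 had a larger value, 0 had a smaller one and 0 did not pass the test (4 and 0 when adjusted over the list alone). For *pucBAC* it was 2.33 ± 0.48 and 3 had a larger value, 0 had a smaller one and 0 did not pass the test (3 and 0 when adjusted over the list alone), and for *fbcFBC* 1.71 ± 0.36 and 3 had a larger value, 0 had a smaller one and 0 did not pass the test (3 and 0 when adjusted over the list alone). Of the 6 genes from *pufQ* to *pufX*, 3 had a larger value, 2 had a smaller one and 1 did not pass the test (3 and 2 when adjusted over the list alone), with a mean difference of 0.46 ± 0.43.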

Except for the *puf* genes, all these genes showed much stronger expression changes in the stationary phase. The expression level of almost all of these genes was dependent on RNase E (in some cases, only under one of the growth conditions). 

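Several group A operons responded more to phototrophic growth in stationary *rne ts* cells than in the wild type. The mean difference of the log2 fold changes was 2.98 ± 0.09 (replicate SD) from *pufQ* to *pufX*, 1.93 ± 0.86 for *pucBAC* and 2.16 ± 0.16 for *fbcFBC*, and each of their 12 genes passed the test. Of the 4 *bchCXYZ* genes, 3 had a larger value, 0 had a smaller one and 1 did not pass the test (3 and 0 when adjusted over the list alone), and of the pairs *crtIB*, *crtA*-*bchI* and *bchEJ*, *crtI* and *crtB* had larger values, *crtA* a larger and *bchJ* a smaller one. Differences of single genes were 1.37 (standard error 0.26, adjusted p = 3.50e-05) for *RSP_0290*, −1.63 (standard error 0.35, adjusted p = 2.31e-04) for *crtE*, 0.08 (standard error 0.33, adjusted p = 0.857) for *hemA* and 0.23 (standard error 0.35, adjusted p = 0.595) for *hemZ*. The paper defines a gene as RNase-dependent from a 2-fold difference between the changes in mutant and wild type. It states that the levels of nearly all these genes depended on RNase E, for some under only 1 growth condition.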

Note that we defined RNase-dependency as at least a two-fold difference in the expression change between the wild type and mutant strain. Some of group A genes were RNase E- and RNase III-dependent in the stationary phase. *hemA* and *crtE* were the only group A genes with StsR-dependent expression.

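In *rnc***-**, the *pucBAC* operon responded more to phototrophic growth than in the wild type, with a mean difference of 1.71 ± 0.65 (replicate SD) and 3 of 3 genes past the test. From *pufQ* to *pufX*, the mean difference in *rnc***-** was 1.27 ± 0.21. In ΔStsR, *hemA* rose less than in the wild type by −1.12 (standard error 0.33, adjusted p = 0.00687) and *crtE* by −1.22 (standard error 0.32, adjusted p = 0.00264), the latter a call lost with thinned other counts. In *rnc***-** the differences for these genes were −0.30 (standard error 0.33, adjusted p = 0.564) and −0.19 (standard error 0.33, adjusted p = 0.741). Under phototrophic growth, *hemA* had 163 ± 39.4 CPM (SD, n = 3) in ΔStsR and 346 ± 147 in the wild type, a log2 fold change of −1.08 (standard error 0.23, adjusted p = 4.94e-04). Operon means of the difference between ΔStsR and the wild type were 0.88 ± 0.34 from *pufQ* to *pufX*, 0.73 ± 0.73 for *pucBAC* and −0.82 ± 0.94 for *bchEJ*, with 1 of 3 *pucBAC* genes and 0 of 2 *bchEJ* genes past the test.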

Figure 6 shows a read coverage plot for the expression of the *crtE*-*crtF* and *bchC*-*bchX* genes in the wild type and the *rne^ts^* mutant.

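Levels of the carotenoid and bacteriochlorophyll genes were low in stationary cells under microaerobic growth. In the wild type, *crtE* had 1.37 ± 0.429 CPM (SD, n = 3) under microaerobic and 37.3 ± 4.06 under phototrophic growth, and in *rne ts* 4.42 ± 0.760 and 38.6 ± 6.62. The gene *crtF* had 2.87 ± 0.370 and 14.2 ± 0.805 CPM in the wild type and 4.40 ± 0.838 and 41.0 ± 3.07 in *rne ts*. For *bchC* the levels were 1.47 ± 0.131 and 16.2 ± 5.21 in the wild type and 3.31 ± 0.738 and 114 ± 36.6 in *rne ts*, and for *bchX* 1.27 ± 0.481 and 7.94 ± 1.71 and 5.40 ± 0.243 and 106 ± 29.8. Levels of 1 to 3 CPM rest on few counts per library.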

The plot demonstrates that the higher expression changes between microaerobic and phototrophic conditions in the stationary phase are due to very low expression under microaerobic conditions in the stationary phase in both the wild type and mutant strain. Stationary phase had a much stronger negative effect on the expression of the photosynthesis gene cluster during microaerobic growth than during phototrophic growth. 

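In ΔStsR, the photosynthesis gene cluster fell from exponential to stationary phase under both growth conditions. Of its 39 genes, 0 rose, 38 fell and 1 did not pass the test (0 and 38 when adjusted over the list alone) under microaerobic growth, with a mean of −3.05 ± 0.03 (replicate SD), and under phototrophic growth 0 rose, 35 fell and 4 did not pass the test (0 and 35 when adjusted over the list alone), with a mean of −1.56 ± 0.35. The gene *pucC*, for a light-harvesting assembly protein, had −4.74 (standard error 0.28) under microaerobic and −2.04 (standard error 0.24) under phototrophic growth, and *puhA*, for a reaction center subunit, −3.22 (standard error 0.17) and −1.59 (standard error 0.16). In the interaction of phase and growth condition, 32 had a larger value under phototrophic growth, 3 had a smaller one and 4 did not pass the test (32 and 4 when adjusted over the list alone), with a mean of 1.49 ± 0.35.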

In the stationary phase, during phototrophic growth, the expression of these *bch* and *crt* genes was clearly stronger in the RNase E mutant. This is in agreement with the expression pattern visualized in the heatmap (Figure 6). However, Figure S2 demonstrates lower bacteriochlorophyll and carotenoid levels in the *rne^ts^* mutant compared to the wild type in the stationary phase. 

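Under phototrophic growth in stationary phase, *bchC* was higher in *rne ts* than in the wild type by a log2 fold change of 2.83 (standard error 0.32, adjusted p = 2.86e-09), *bchX* by 3.75 (standard error 0.25) and *crtF* by 1.53 (standard error 0.30). For *crtE* the log2 fold change was 0.05 (standard error 0.20, adjusted p = 0.861). Over the *bchCXYZ* operon the mean was 3.20 ± 0.42 (replicate SD), and 4 were higher, 0 were lower and 0 did not pass the test (4 and 0 when adjusted over the list alone). The pair *crtI* and *crtB*, for carotenoid synthesis, had a mean of 2.40 ± 0.46. Of the 39 genes of the photosynthesis gene cluster, 34 were higher, 1 was lower and 4 did not pass the test (35 and 1 when adjusted over the list alone). The set test gave adjusted p = 2.11e-16 from camera, and adjusted p = 0.161 with an estimated correlation. The gene *bchJ* was lower, with −1.19 (standard error 0.28).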

The pigments quantified in Figure S2 are bound to proteins since free pigments are not stable. Genes for pigment-binding proteins (*puf*, *puc*) also show higher expression in the *rne^ts^* mutant compared to wild type in the stationary phase (see Supplementary Table S3). 

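Genes for pigment-binding proteins were higher in *rne ts* than in the wild type under phototrophic growth. The light-harvesting genes *pucB* and *pucA* had log2 fold changes of 3.60 (standard error 0.29) and 3.27 (standard error 0.26), and the reaction center genes *pufL* and *pufM* 1.89 (standard error 0.18) and 2.33 (standard error 0.19). The 6 genes from *pufQ* to *pufX* had a mean of 1.91 ± 0.07 (replicate SD) under phototrophic and −1.07 ± 0.07 under microaerobic growth, where 1 was higher, 4 were lower and 1 did not pass the test (1 and 4 when adjusted over the list alone). Under microaerobic growth *pufB* was lower by −2.91 (standard error 0.19) and *pufQ* by −2.89 (standard error 0.56), and the 3 *pucBAC* genes had a mean of 1.05 ± 0.48, with 1 of 3 not passing the test.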

We conclude that other, as-yet-unidentified factors are responsible for lower pigment levels in the mutant in the stationary phase. As the biochemical pigment synthesis pathways are composed of several enzymes responsible for the synthesis of different intermediates, the upregulation of single pigment-synthesis-enzyme-encoding mRNAs (like some *bch* and *crt* mRNAs in the *rne^ts^* mutant) may not result in increased production of photosynthetically functional end products.

Group B genes encode important regulators for the oxygen-dependent expression of photosynthesis genes [18,65,66,67]. AppA not only senses oxygen through a heme group but also light through its BLUF domain [68,69,70]. Most of these group B genes showed only low expression changes in the exponential phase. *fnrL* and *ppsR* expression decreased in the wild type in the exponential phase. In particular, *appA* showed a strong increase in expression in phototrophic conditions in the stationary phase, although the total expression was less than that of the wild type (Figure 7).

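The regulator gene *appA*, on chromosome 1 from 155127 to 156479, rose under phototrophic growth in stationary cells of all 4 strains. In the wild type it had 10.0 ± 0.480 CPM (SD, n = 3) under microaerobic and 102 ± 15.7 under phototrophic growth, a log2 fold change of 3.34 (standard error 0.28, adjusted p = 4.30e-12). In *rne ts* the levels were 11.5 ± 3.34 and 67.5 ± 22.2 CPM and the change 2.55 (standard error 0.29). In *rnc***-** and ΔStsR the changes were 2.79 (standard error 0.27) and 1.94 (standard error 0.26). In exponential ΔStsR cells, *appA* had a log2 fold change of −0.08 (standard error 0.25, adjusted p = 0.819), and the response was larger in stationary phase by 2.02 (standard error 0.36, adjusted p = 1.68e-05).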

The expression pattern of the *appA* gene in the WT is similar to the expression of the *bch* and *crt* genes, as shown in Figure 6. In contrast to those genes, expression of *appA* was affected by RNase E during microaerobic and phototrophic growth. This effect is much more pronounced in the stationary phase. 

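Compared with the wild type, *appA* had a log2 fold change of 0.21 (standard error 0.29, adjusted p = 0.558) in *rne ts* under microaerobic growth and fell below it under phototrophic growth, with a log2 fold change of −0.59 (standard error 0.26, adjusted p = 0.0497). The latter call was lost without the count filter, with only the compared conditions and in 3 fits without a single library. The difference between the responses of the strains to growth conditions was −0.80 (standard error 0.39, adjusted p = 0.0806). Transcript stability was not measured in these libraries, which give levels at a single time.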

The effect of RNase E on the stability of the *appA* transcript was described previously [28]. 

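In *rnc***-**, *appA* was higher than in the wild type under microaerobic growth, with a log2 fold change of 0.93 (standard error 0.27, adjusted p = 0.00712), and its log2 fold change under phototrophic growth was 0.38 (standard error 0.26, adjusted p = 0.315). The response to growth conditions differed from that of the wild type by −0.56 (standard error 0.37, adjusted p = 0.313). In stationary ΔStsR cells, *appA* had 14.4 ± 0.685 CPM (SD, n = 3) under microaerobic and 55.2 ± 27.0 under phototrophic growth. It was lower than in the wild type under phototrophic growth by a log2 fold change of −0.89 (standard error 0.26, adjusted p = 0.00724), and it rose less, by a difference of −1.41 (standard error 0.37, adjusted p = 0.00270). The difference in level was lost with only the compared conditions in the fit, and each ΔStsR library was larger than each wild type library.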

Our data also reveal effects of RNase III and StsR on *appA* expression. For the *ppsR* gene, encoding the anti-repressor to AppA, we observed only minor expression changes and no strong influence of the strain backgrounds (Table 2).

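For *ppsR*, on chromosome 1 from 2007842 to 2009236, the log2 fold change from microaerobic to phototrophic growth was 0.01 (standard error 0.23, adjusted p = 0.972) in the stationary wild type and −0.03 (standard error 0.19, adjusted p = 0.900) in ΔStsR. It rose in *rne ts* with 0.75 (standard error 0.28) and in *rnc***-** with 0.48 (standard error 0.21), and fell in exponential ΔStsR cells with −0.75 (standard error 0.18). Tested against the wild type, the responses differed by 0.74 (standard error 0.36, adjusted p = 0.0833) in *rne ts*, 0.47 (standard error 0.31, adjusted p = 0.302) in *rnc***-** and −0.04 (standard error 0.30, adjusted p = 0.929) in ΔStsR. Under phototrophic growth, *ppsR* was higher in *rnc***-** than in the wild type, with a log2 fold change of 0.79 (standard error 0.22, adjusted p = 0.0103). The rises in *rne ts* and *rnc***-** were each lost in 3 alternatives and in 5 fits without a single library, and the difference between *rnc***-** and the wild type in 2 alternatives.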

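In the stationary phase, *prrA*, for the response regulator of a redox-sensing pair, was lower in *rne ts* than in the wild type, by a log2 fold change of −1.94 (standard error 0.22, adjusted p = 2.22e-09) under microaerobic and one of −0.66 (standard error 0.19) under phototrophic growth. It rose under phototrophic growth in *rne ts* with 1.50 (standard error 0.22) and had 0.22 (standard error 0.19, adjusted p = 0.303) in the wild type, and the responses differed by 1.28 (standard error 0.29, adjusted p = 3.28e-04). In *rnc***-** it rose with 0.78 (standard error 0.19), and in ΔStsR the value was 0.17 (standard error 0.18, adjusted p = 0.417). The kinase gene *prrB* had −0.40 (standard error 0.19, adjusted p = 0.0608) in the wild type and −0.43 (standard error 0.21, adjusted p = 0.0822) in *rne ts*, and rose in ΔStsR with 1.01 (standard error 0.18), which differed from the wild type by 1.42 (standard error 0.26, adjusted p = 6.25e-05).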

An effect of RNase E on *prrA* expression was detected exclusively in the stationary phase (Table 2). PrrA and PrrB form a two-component system important for the redox-regulation of photosynthesis genes. FnrL, an activator of photosynthesis gene expression at low oxygen tension [18], showed lower expression during microaerobic growth independently of the growth phase. 

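*fnrL* fell under phototrophic growth in the stationary wild type, from 63.6 ± 4.03 to 27.8 ± 2.69 CPM (SD, n = 3), a log2 fold change of −1.19 (standard error 0.16, adjusted p = 4.37e-08). It fell in *rnc***-** with −0.73 (standard error 0.16) and in exponential ΔStsR cells with −0.59 (standard error 0.15). In *rne ts* and stationary ΔStsR cells, the values were −0.18 (standard error 0.16, adjusted p = 0.342) and −0.14 (standard error 0.15, adjusted p = 0.426). The response of *rne ts* differed from that of the wild type by 1.01 (standard error 0.22, adjusted p = 2.82e-04) and that of ΔStsR by 1.05 (standard error 0.22, adjusted p = 2.23e-04). Under microaerobic growth, *fnrL* was lower in *rne ts* than in the wild type by −1.31 (standard error 0.16).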

Our data hint at a major role of AppA in the growth-phase-dependent expression of photosynthesis genes.

Group C genes encode RNase E, RNase III, and the exoribonuclease polynucleotide phosphorylase. A previous study showed that the protein levels of RNase E and RNase III decrease in the late growth stages [71]. 

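Among the exponential cultures, libraries of ΔStsR were analysed. In these, *rne*, for RNase E, fell under phototrophic growth from 70.2 ± 0.716 to 35.5 ± 4.40 CPM (SD, n = 3), a log2 fold change of −0.98 (standard error 0.15, adjusted p = 1.84e-06). For *rnc*, encoding RNase III, the levels were 9.06 ± 0.685 and 6.94 ± 1.18 CPM, a log2 fold change of −0.38 (standard error 0.17, adjusted p = 0.0675). The gene *Pnp*, for polynucleotide phosphorylase, rose with 0.38 (standard error 0.15), a call lost in 2 alternatives and in 5 fits without a single library.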

Our data indicate that both *rne* and *rnc* are less expressed under phototrophic conditions compared to microaerobic growth in the exponential phase. In the stationary phase, *rnc* expression is increased during phototrophic growth (Table 2). 

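The gene *rnc* rose under phototrophic growth in stationary wild type cells, from 0.745 ± 0.234 to 2.39 ± 0.0897 CPM (SD, n = 3), a log2 fold change of 1.71 (standard error 0.28, adjusted p = 2.63e-06). In ΔStsR it rose with 1.03 (standard error 0.20). The values in *rne ts* and *rnc***-** were 0.15 (standard error 0.27, adjusted p = 0.657) and 0.12 (standard error 0.27, adjusted p = 0.728), which differed from the wild type by −1.57 (standard error 0.40, adjusted p = 0.00127) and −1.60 (standard error 0.40, adjusted p = 0.00468). For *rne* the wild type had 0.35 (standard error 0.17, adjusted p = 0.0642), and it rose in *rnc***-** with 0.68 (standard error 0.16) and in ΔStsR with 0.66 (standard error 0.15). At a few CPM in the stationary phase, *rnc* rests on few counts per library. The rises of both genes in ΔStsR and the difference of *rnc* in *rnc***-** were lost when counts were thinned.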

An effect of all three RNases on the transcriptome of *R. sphaeroides* has previously been demonstrated [27,28,30,71]. This study underlines that growth conditions affect gene expression in *R. sphaeroides* not only through transcriptional regulators like AppA but also through their effect on the expression of RNases. Furthermore, the data indicate that the RNases might regulate each other. 

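Transcript levels of the RNase genes were compared between mutants and wild type in stationary phase. Under microaerobic growth, *rnc* was higher in *rne ts* by a log2 fold change of 1.89 (standard error 0.32, adjusted p = 5.60e-06), and its value under phototrophic growth was 0.33 (standard error 0.24, adjusted p = 0.253). The gene *rne* had 0.12 (standard error 0.17, adjusted p = 0.596) in *rnc***-** under microaerobic and 0.45 (standard error 0.16, adjusted p = 0.0500) under phototrophic growth, the latter a call lost in 8 alternatives, and was lower in ΔStsR by −0.88 (standard error 0.16) and −0.57 (standard error 0.16). *Pnp* was higher in *rne ts* under phototrophic growth, with a log2 fold change of 1.37 (standard error 0.17, adjusted p = 3.44e-08), and responded more to phototrophic growth than in the wild type by 0.99 (standard error 0.25, adjusted p = 0.00110). The call for *rne* in ΔStsR under phototrophic growth and that for the response of *Pnp* were lost with only the compared conditions. Over 15 genes of RNA turnover, 7 were higher, 4 were lower and 4 did not pass the test (7 and 4 when adjusted over the list alone) in *rne ts* under phototrophic growth. The list includes *rne* itself, whose native gene is replaced in this mutant, so its level there does not show regulation by RNase E. The paper proposes from its data that the RNases might regulate each other.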

Since the regulation of RNase genes has not been studied in *R. sphaeroides*, the underlying mechanisms are not known.

Group D genes encode important alternative sigma factors with known roles in stress responses and/or stationary phase [2,10,11,57,58]. The RpoH sigma factors, especially RpoHI, play an important role in the adaptation to the stationary phase [10]. *rpoHI* showed higher expression during phototrophic growth, but only in the exponential phase. *rpoHII* levels moderately increased under phototrophic conditions only in the stationary phase and were affected by StsR (Table 2). *rpoE* showed much a stronger response to growth conditions in the stationary phase in all strains (Table 2). 

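Of the alternative sigma factor genes, *rpoH1* (*rpoHI*) had a log2 fold change of −0.03 (standard error 0.24, adjusted p = 0.924) in the stationary wild type and fell under phototrophic growth in *rne ts* with −2.03 (standard error 0.25). It rose in exponential ΔStsR cells with 1.10 (standard error 0.24). The gene *rpoH2* (*rpoHII*) rose in the stationary wild type with 0.57 (standard error 0.26), a call lost in 5 alternatives, and in ΔStsR with 2.95 (standard error 0.27), a difference between the strains of 2.38 (standard error 0.36, adjusted p = 4.55e-06). Under microaerobic growth it was lower in ΔStsR than in the wild type by −2.91 (standard error 0.27). Exponential ΔStsR cells had a rise of *rpoH2* with 1.27 (standard error 0.26). The gene *rpoE1* (*rpoE*) rose in stationary cells of all 4 strains, with 1.98 (standard error 0.18) in the wild type, 0.82 (standard error 0.18) in *rne ts*, 1.62 (standard error 0.18) in *rnc***-** and 2.51 (standard error 0.18) in ΔStsR, and in exponential ΔStsR cells with 0.66 (standard error 0.17). In ΔStsR, its response was larger in stationary than in exponential phase by 1.85 (standard error 0.24, adjusted p = 9.27e-08). Among 8 sigma factor genes, 5 rose, 2 fell and 1 did not pass the test (5 and 2 when adjusted over the list alone) in the wild type.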

We demonstrated before that RpoHI, RpoHII, RpoE, and StsR are part of a regulatory network affecting photosynthesis expression [24]. As a consequence, changes in the expression of one regulatory factor will not only affect its own regulon but also the expression of genes that are affected by other regulators. Expression of the RSP_3095 sigma factor is strongly induced in the stationary phase [2]. Our data reveal a strong response of RSP_3095 to growth conditions in the stationary phase that is dependent on RNase E, RNase III, and StsR (Table 2). 

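*RSP_3095*, for a sigma factor, rose under phototrophic growth in the stationary wild type with a log2 fold change of 2.17 (standard error 0.19, adjusted p = 1.27e-11) and in *rne ts* with 0.71 (standard error 0.19). In *rnc***-** the value was 0.24 (standard error 0.19, adjusted p = 0.264). The responses differed from the wild type by −1.46 (standard error 0.27, adjusted p = 2.20e-05) in *rne ts*, −1.93 (standard error 0.27, adjusted p = 3.89e-06) in *rnc***-** and −2.59 (standard error 0.27, adjusted p = 5.46e-09) in ΔStsR. In ΔStsR, *RSP_3095* fell with −0.42 (standard error 0.19, adjusted p = 0.0444), a call that is lost in 3 alternatives and in 6 fits without a single library, while the difference from the wild type passed in each. From these differences, the paper concludes that the response depends on RNase E, RNase III and StsR.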

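The 4 genes lie side by side on the minus strand of chromosome 2. In the annotation, *RSP_3092* runs from 136411 to 136989, *RSP_3093* from 137014 to 137727, *RSP_3094* from 137755 to 138531 and *RSP_3095* from 138515 to 139045. In the stationary wild type, their mean levels under phototrophic growth were 166 ± 43.3, 141 ± 46.4, 349 ± 97.2 and 952 ± 241 CPM (SD, n = 3). Counts per gene do not show whether a transcript spans several genes.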

*RSP_3095* is most likely co-transcribed with the *RSP_3092-3094* genes of unknown function (Figure 8A). 

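In ΔStsR, where both phases were analysed, *RSP_3095* rose from 6.71 ± 0.262 CPM (SD, n = 3) in exponential to 463 ± 11.5 in stationary phase under microaerobic growth, a log2 fold change of 6.11 (standard error 0.23, adjusted p = 3.11e-21). Under phototrophic growth its log2 fold change was 5.95 (standard error 0.23). The other genes rose under microaerobic growth with 2.46 (standard error 0.19) for *RSP_3092*, 2.66 (standard error 0.19) for *RSP_3093* and 5.46 (standard error 0.22) for *RSP_3094*. Under phototrophic growth the values were 5.00 (standard error 0.22), 4.69 (standard error 0.21) and 5.76 (standard error 0.22).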

All these genes showed much stronger expression in the stationary phase than in the exponential phase. 

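Of the 4 genes *RSP_3092* to *RSP_3095*, each rose under phototrophic growth in the stationary wild type, with log2 fold changes of 4.17 (standard error 0.21), 2.50 (standard error 0.19) and 2.66 (standard error 0.19) for the first 3. In stationary ΔStsR cells, *RSP_3092* and *RSP_3093* rose with 2.46 (standard error 0.19) and 1.51 (standard error 0.18), and *RSP_3094* had 0.0031 (standard error 0.18, adjusted p = 0.989). The responses differed from the wild type by −1.71 (standard error 0.27, adjusted p = 5.69e-06), −0.99 (standard error 0.26, adjusted p = 0.00230) and −2.66 (standard error 0.26, adjusted p = 2.14e-09). Levels of *RSP_3095* in ΔStsR under phototrophic growth were 345 ± 17.8 CPM (SD, n = 3).

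**Figure D3:**
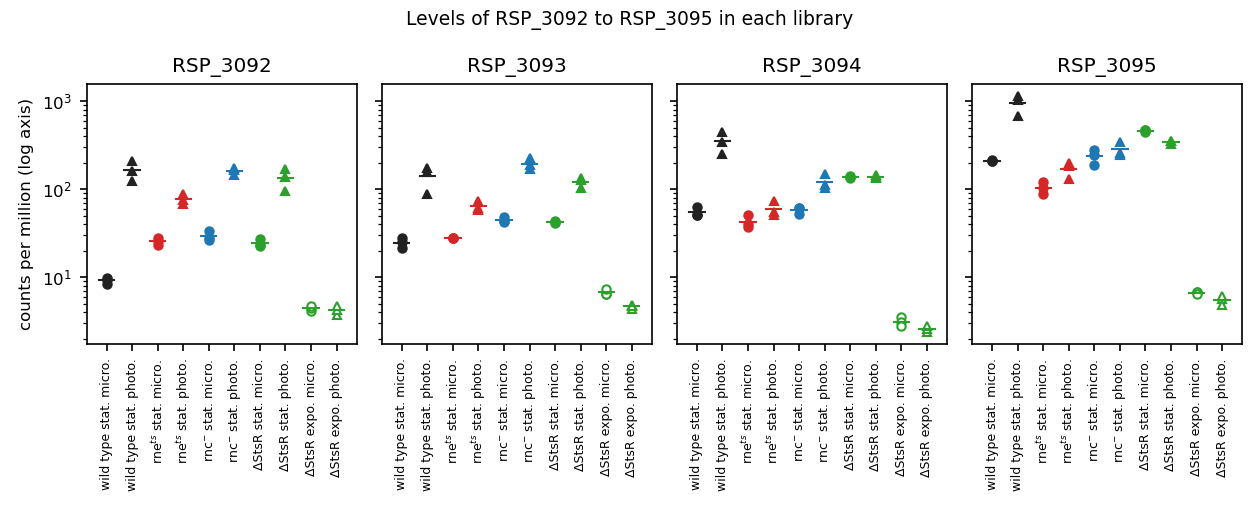
CPM of *RSP_3092*, *RSP_3093*, *RSP_3094* and *RSP_3095* on a log axis, with 1 point per library for the conditions of each strain. The level of *RSP_3095* in phototrophic stationary ΔStsR cells lies at 345 CPM.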

While expression in the wild type was much stronger during phototrophic growth in the stationary phase, expression in the ΔStsR mutant was similar under microaerobic and phototrophic conditions.

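StsR rose under phototrophic growth in the stationary wild type with a log2 fold change of 1.29 (standard error 0.28, adjusted p = 1.73e-04). It is counted as a feature on chromosome 1 from 858045 to 858139. In *rne ts* its value was 0.14 (standard error 0.28, adjusted p = 0.689). Of 24 tested RNA features annotated in untranslated regions or as sRNAs, StsR included, 21 rose, 1 fell and 2 did not pass the test (21 and 1 when adjusted over the list alone) in the wild type. The set test gave adjusted p = 7.78e-07 from camera, and adjusted p = 0.149 with an estimated correlation. The exponential phase of the wild type was not analysed here.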

Interestingly, StsR (group E [24]) showed higher abundance under phototrophic conditions only in the stationary phase. This effect was even stronger in the *rnc***^−^** strain (Figure 8B). 

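In *rnc***-**, StsR rose under phototrophic growth with a log2 fold change of 1.68 (standard error 0.29, adjusted p = 4.78e-06), from 116 ± 14.2 to 374 ± 74.2 CPM (SD, n = 3). The response differed from that of the wild type by 0.39 (standard error 0.39, adjusted p = 0.528). A difference between the strains in this response was not detectable with 3 libraries per condition.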

Considering the influence of StsR on the growth of *R. sphaeroides* [16], this emphasizes an important role of StsR not only in adaptation to growth phases but also in adaptation to growth conditions. Furthermore, the expression of StsR is not only controlled by RpoHI, RpoHII and RNase E, as reported previously [26], but also by RNase III. These data demonstrate again that complex networks of proteins and RNAs have major roles in the adaptation of bacteria to growth conditions and growth phases.

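Compared with the wild type, StsR had a log2 fold change of 0.33 (standard error 0.28, adjusted p = 0.370) in *rnc***-** under microaerobic growth and 0.73 (standard error 0.28, adjusted p = 0.0621) under phototrophic growth. In *rne ts*, StsR was higher under microaerobic growth with 1.50 (standard error 0.29, adjusted p = 2.92e-05), and its response to phototrophic growth was smaller than that of the wild type by −1.15 (standard error 0.40, adjusted p = 0.0141).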

UpsM plays an important role in controlling the growth of *R. sphaeroides*. It is a target of StsR, and cleavage by RNase E has been demonstrated [16]. This RNase E-dependency is observed in our dataset only in the stationary phase, i.e., when UpsM is highly expressed (Table 2). UpsM expression is also influenced by RNase III, but the underlying mechanism (to date) is not known.

Alongside StsR, group E contains another sRNA with a known function in photosynthesis gene regulation: PcrZ [21]. Interestingly, PcrZ expression was strongly affected by StsR in the exponential phase, when StsR showed only low abundance. 

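In exponential ΔStsR cells, PcrZ rose under phototrophic growth from 109 ± 7.49 to 657 ± 82.0 CPM (SD, n = 3), a log2 fold change of 2.59 (standard error 0.23, adjusted p = 6.08e-11). The feature lies on chromosome 1 from 2565818 to 2565956. Exponential libraries of the wild type were not analysed here, and no difference between the strains was tested in this phase.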

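In stationary phase, PcrZ had 6722 ± 903 CPM (SD, n = 3) in *rne ts* under microaerobic growth and 2066 ± 188 in the wild type, a log2 fold change of 1.70 (standard error 0.22, adjusted p = 5.79e-08). Under phototrophic growth the log2 fold change against the wild type was −0.66 (standard error 0.22, adjusted p = 0.0101), a call lost with only the compared conditions in the fit. PcrZ rose under phototrophic growth in the wild type with 0.74 (standard error 0.22) and fell in *rne ts* with −1.62 (standard error 0.22), and the responses differed by −2.36 (standard error 0.31, adjusted p = 1.02e-07). In *rnc***-** the value was −0.05 (standard error 0.22, adjusted p = 0.864).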

During the stationary phase, RNase E influenced PcrZ levels. Cleavage of PcrZ by RNase E has been demonstrated previously [27]. 

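In ΔStsR, PcrZ rose from exponential to stationary phase with a log2 fold change of 5.13 (standard error 0.26, adjusted p = 1.72e-18) under microaerobic and 2.12 (standard error 0.23) under phototrophic growth. Its stationary levels in ΔStsR were 3812 ± 198 and 2864 ± 34.0 CPM (SD, n = 3). Against the wild type in stationary phase, the log2 fold changes were 0.88 (standard error 0.22, adjusted p = 9.93e-04) under microaerobic and −0.27 (standard error 0.22, adjusted p = 0.353) under phototrophic growth.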

PcrZ showed higher levels in the stationary phase, especially in the strain lacking StsR [24]. Thus, PcrZ is another part of the regulatory network by which StsR acts on gene expression. A previous study also revealed an influence of stress conditions and growth phases on the generation of sRNAs that are derived from the 5′ or 3′UTRs of mRNAs by RNases [72]. Since some of these sRNAs, like UpsM, are important regulators [16], this is another pathway how RNases affect gene expression.

The sRNAs CcsR1-4 are co-transcribed with the *ccaF1* gene for an RNA-binding protein (group F). CcaF1 is involved in the RNase E-dependent processing of the *ccaF1*-*ccsr1-4* precursor RNA and also affects stability of other RNAs in *R. sphaeroides* [59]. 

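The features RSs0680a, RSs0680b and RSs0680c lie just downstream of *ccaF1*, a gene for a small RNA-binding protein. In stationary phase they rose under phototrophic growth more in *rne ts* than in the wild type. RSs0680b had log2 fold changes of 3.34 (standard error 0.55) in the wild type, 6.96 (standard error 0.41) in *rne ts* and 3.70 (standard error 0.38) in *rnc***-**. Under phototrophic growth RSs0680a, RSs0680b and RSs0680c were higher in *rne ts* than in the wild type by 4.14 (standard error 0.28), 5.76 (standard error 0.33) and 5.33 (standard error 0.36), and in *rnc***-** by 2.11 (standard error 0.27), 1.71 (standard error 0.33) and 1.96 (standard error 0.36). In ΔStsR they were higher by 3.40 (standard error 0.27), 2.19 (standard error 0.31) and 2.57 (standard error 0.34). Whether they are the CcsR RNAs of the paper was not established. The difference between *rne ts* and the wild type in the response to phototrophic growth was 2.28 (standard error 0.58, adjusted p = 0.00135) for RSs0680a, 3.62 (standard error 0.94, adjusted p = 0.00150) for RSs0680b and 4.44 (standard error 0.64, adjusted p = 6.04e-07) for RSs0680c, and that of RSs0680b was lost with thinned counts. The exponential phase of these strains was not analysed here.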

Our data indicate different effects of RNase E and RNase III in the exponential and stationary phases. The underlying mechanisms (to date) are not known.

Finally, we also analyzed the expression of *hfq* and *ccaF1* (group F), two small RNA-binding proteins that affect photosynthesis gene expression in *R. sphaeroides* [12,26,59]. 

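The RNA chaperone gene *hfq*, on chromosome 1 from 1464958 to 1465191, had 31.5 ± 0.640 CPM (SD, n = 3) under microaerobic and 28.8 ± 7.79 under phototrophic growth in the stationary wild type, a log2 fold change of −0.13 (standard error 0.16, adjusted p = 0.463). In *rne ts* the levels were 7.71 ± 0.539 and 11.1 ± 0.803 CPM, lower than in the wild type by log2 fold changes of −2.03 (standard error 0.18, adjusted p = 1.23e-11) and −1.37 (standard error 0.16, adjusted p = 1.20e-08). In *rnc***-** the values were −0.10 (standard error 0.15, adjusted p = 0.640) and 0.31 (standard error 0.16, adjusted p = 0.172). In ΔStsR they were 0.26 (standard error 0.15, adjusted p = 0.161) and 0.79 (standard error 0.15, adjusted p = 1.60e-04). The response to phototrophic growth was 0.52 (standard error 0.18) in *rne ts*, 0.28 (standard error 0.16, adjusted p = 0.120) in *rnc***-** and 0.40 (standard error 0.15) in ΔStsR, and 0.20 (standard error 0.15, adjusted p = 0.299) in exponential ΔStsR cells. It differed from the wild type by 0.66 (standard error 0.24, adjusted p = 0.0214) in *rne ts* and 0.54 (standard error 0.22, adjusted p = 0.0475) in ΔStsR, and each of these calls was lost in 7 alternatives. The rise in *rne ts* was lost in 3, and the difference between ΔStsR and the wild type under phototrophic growth with only the compared conditions.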

The important role of small proteins has become clear in recent years [62,73]. *hfq* expression did not respond to phototrophic growth conditions in the exponential and stationary phases and was not influenced by RNase E, RNase III, or StsR. In contrast, *ccaF1* expression was affected by growth conditions and was also affected by RNase E in the stationary phase. 

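*ccaF1*, on chromosome 1 from 692457 to 692672, rose under phototrophic growth in stationary cells of all 4 strains, with 1.90 (standard error 0.36) in the wild type, 6.39 (standard error 0.43) in *rne ts*, 2.88 (standard error 0.36) in *rnc***-** and 4.17 (standard error 0.38) in ΔStsR. The response in *rne ts* exceeded that of the wild type by 4.49 (standard error 0.51, adjusted p = 6.61e-09). In exponential ΔStsR cells, *ccaF1* had −0.14 (standard error 0.33, adjusted p = 0.765).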

While *ccaf1* showed very low expression in the wild type in the stationary phase, much stronger expression was observed in the RNase E mutant in the stationary phase, albeit only under phototrophic conditions (Figure 9). This demonstrates the influence of RNase E on an RNA-binding protein that affects the levels of many RNAs in *R. sphaeroides* [59].

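The level of *ccaF1* under phototrophic growth was 1085 ± 102 CPM (SD, n = 3) in *rne ts* and 33.7 ± 16.6 in the wild type, a log2 fold change of 5.02 (standard error 0.39, adjusted p = 9.38e-13). Under microaerobic growth the levels were 12.9 ± 1.60 and 9.00 ± 1.07 CPM, a log2 fold change of 0.52 (standard error 0.37, adjusted p = 0.225). *ccaF1* was also higher than in the wild type under phototrophic growth in *rnc***-**, with 1.41 (standard error 0.34), a call lost with only the compared conditions, and in ΔStsR, with 2.09 (standard error 0.35). From the levels in the mutant, the paper concludes that RNase E influences this RNA-binding protein.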

## 3. Materials and Methods

### 3.1. Growth of Bacterial Cultures

*R. sphaeroides* 2.4.1 [74] was cultivated in malate minimal medium [75] under microaerobic (25 mM dissolved oxygen, in the dark) or phototrophic conditions (no oxygen, illuminated with 60 W/m^2^ white light) at 32 °C.

To investigate the effects of RNase E, RNase III, and the sRNA StsR, three different mutant strains were used in this study. The thermosensitive RNase E mutant (*rne^ts^*) was generated via substitution of the native RNase E encoding gene (*rne*) with the *rne-3071* gene of *E. coli* [76], encoding a thermosensitive RNase E variant with reduced enzyme activity at 32 °C [17,27]. The *rnc***^−^** mutant was constructed via the exchange of two highly conserved amino acids within the catalytic center of RNase III and is characterized by the complete loss of RNase III cleavage activity [30]. For genomic deletion of StsR, the native *stsR* gene was replaced by a spectinomycin resistance cassette via homologous recombination [16].

To assess bacterial growth behavior, the optical density at 660 nm (OD660) of independent biological triplicates was measured photometrically using the Analytik Jena Specord 50 plus spectrophotometer (Analytik Jena, Jena, Germany).

### 3.2. Quantification of Photopigments and Photosynthetic Complexes

To quantify the amounts of photopigments produced per strain, 1 mL culture sample of independent biological triplicates was sedimented at 8000 rpm for 1 min. Subsequently, the cell pellets were resuspended in 50 µL ddH_2_O and thoroughly mixed with 500 µL methanol/acetone (1:1 *v*/*v*). Cell debris were removed via centrifugation at 13,000 rpm for 1 min. Absorbance of the supernatant was photometrically determined at λ = 770 nm (bacteriochlorphyll a) and λ = 484 nm (carotenoids), and pigment content was determined using the extinction coefficients 76 mM*^−^*^1^cm*^−^*^1^ (bacteriochlorophyll) and 128 mM*^−^*^1^cm*^−^*^1^ (carotenoids). Resulting values were normalized per cell density (OD_660_). Whole-cell absorbance spectra were recorded on a Specord 50 Plus spectrometer (Analytik Jena, Jena, Germany).

### 3.3. RNA Isolation and Quantificaiton

Total RNA was isolated using the hot phenol method [77], as described recently [28]. For northern blotting, 10 µg of total RNA (pooled from biological triplicates) was loaded per lane on denaturing 10% (*w*/*v*) polyacrylamide gels. Gel electrophoresis, blotting, hybridization with radiolabeled probes, and signal generation via phosphor imaging were performed as described earlier [30,59]. Radiolabeled deoxyoligonucleotides complementary to either StsR (sequence of oligonucleotide: 5′-GGACAGTGAAGGTAGAACGG-3′) or 5S rRNA (sequence of the oligonucleotide: 5′-CTTGAGACGCAGTACCATTG-3′) were used as probes for phosphor imaging.

For RNA-seq, residual DNA contaminations were degraded using the TURBO DNA-free Kit (Invitrogen/Thermo Fisher Scientific, Rockford, IL, USA) as described in the manufacturer’s manual. The sequencing libraries were constructed as described previously [16], using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, Frankfurt am Main, Germany).

### 3.4. Bioinformatic Data Processing

Samples from biological triplicates of wild type, *rnc***^−^** mutant, *rne^ts^* mutant, and the ΔStsR strain, grown under aerobic, microaerobic, or phototrophic growth conditions, were analyzed via RNA sequencing. Curare v0.6 software [78] was used for the differential gene expression analysis. The raw sequencing data were adapter-trimmed and quality-filtered (phred score < 20 filtered out) with fastp v0.23.4 [79]. Afterward, the reads were aligned to the reference genome of *R. sphaeroides* (NC_007493.2, NC_007494.2, NC_009007.1, NC_007488.2, NC_007489.1, NC_007490.2, and NC_009008.1) using bowtie2 v2.5.2 [80] and saved as binary alignment maps (BAM) with Samtools v1.18 [81]. The alignments were summarized as bedgraph files using deeptools’ v3.5.4 bamCoverage function [82]. The coverage data (bedgraph files) were normalized by dividing each data point/base position by the total read number in each sample. For the screenshots, the replicates of each condition were averaged according to the arithmetic mean. The differential gene expression analysis used subreads featureCounts v2.0.6 [83] for counting and DESeq2 v1.40.2 [84] for the statistical analyses. Counting was conducted in featureCounts with “-s 1 -M --fraction” options on the “gene” level, and the NCBI GFF file for assembly GCF_000012905.2 was used as an annotation.

For further analysis, the identified genes were filtered using the GO (Gene Ontology) terms “0015979: photosynthesis”, “0015995: chlorophyll biosynthetic process”, “0016117: carotenoid biosynthetic process”, “0030076: light-harvesting complex”, “0030494: bacteriochlorophyll biosynthetic process”, “0036070: light-independent bacteriochlorophyll biosynthetic process”, “0033014: tetrapyrrole biosynthetic process”, “0006782: protoporphyrinogen IX biosynthetic process”, and “0006783: heme biosynthetic process” in the EMBL-EBI QuickGO database [31]. The filtering resulted in 89 unique genes, further referred to as “photosynthesis-related genes”. The following methods focus on the comparisons—“exponential versus stationary phase” and “microaerobic versus phototrophic condition”—of these selected genes.

The correlating DESeq2 results were filtered according to the following conditions: base mean > 10 and adjusted *p*-value < 0.05 for at least one comparison. All found photosynthesis-related genes fulfilled these conditions for both cases. To identify differentially expressed genes in both comparisons, log_2_ fold changes were visualized as boxplots using ggplot2 v3.5.0 [85] for all annotated genes in the corresponding DESeq2 comparisons and for the photosynthesis-related genes in the same DESeq2 comparisons. The selected photosynthesis-related genes were also visualized as log_2_ fold change heatmaps with pheatmap v1.0.12.

The log_2_ fold changes (from microaerobic to phototrophic) and their corresponding adjusted *p*-values (derived from the DESeq2 analyses), which served as input for Figure S3, Figure 4, and Figure 5 and Table 1 and Table 2, are listed in Supplementary Table S1 (for all annotated genes), Supplementary Table S2 (for photosynthesis-related and further selected genes), and Supplementary Table S3 (gene expression changes between wild type and mutant strains).

## 4. Conclusions

Although the ability to perform photosynthesis offers an alternative pathway for ATP production when oxygen levels are limited, the production of pigments can be harmful in the presence of oxygen. Consequently, the expression of photosynthesis genes is controlled by oxygen and light conditions, and many of the underlying molecular mechanisms have been elucidated in the past. The present study reveals that growth phases have a strong impact on adaptation to changing environmental conditions. As outlined in Figure 10, many regulators of photosynthesis genes show differential expression in exponential and stationary phases. The sRNA StsR affects the growth-phase-dependent expression of all the regulators show and, consequently, the expression of photosynthesis genes.

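Changes from exponential to stationary phase of the regulator genes were computed for ΔStsR. Under microaerobic growth, *appA* fell with a log2 fold change of −2.05 (standard error 0.26, adjusted p = 1.24e-08), *prrA* had −0.85 (standard error 0.18, adjusted p = 6.16e-05) and *fnrL* 0.62 (standard error 0.15, adjusted p = 3.68e-04). The gene *hfq* had 1.39 (standard error 0.15, adjusted p = 4.78e-10), *rne* fell with −4.42 (standard error 0.17), and *rpoH2* had 0.81 (standard error 0.26, adjusted p = 0.00463). Under phototrophic growth, *appA* had −0.03 (standard error 0.25, adjusted p = 0.921), *fnrL* 1.07 (standard error 0.15, adjusted p = 1.57e-07), *rne* −2.78 (standard error 0.16) and *rpoH2* 2.49 (standard error 0.27, adjusted p = 4.16e-10). No exponential libraries of the wild type were analysed here, and an effect of StsR on these changes was not tested.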

In addition, this study demonstrates the important role of RNases not only in adaptation to growth conditions but also in adaptation to growth phases. All colored arrows in Figure 10 indicate the influence of at least one RNase in regulation. All regulators shown are also influenced by StsR, underlining the central role of this sRNA in the adaptation of *R. sphaeroides* to environmental conditions. 

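The influence of StsR in stationary phase was tested for each regulator of Figure 10 that was identified. The difference between ΔStsR and the wild type in the response to phototrophic growth passed the test for *appA*, *fnrL*, *prrB*, *rpoH2*, *RSP_3095*, *hfq*, *ccaF1* and PcrZ, and was −1.15 (standard error 0.31, adjusted p = 0.00318) for PcrZ and 2.27 (standard error 0.49, adjusted p = 3.51e-04) for *ccaF1*. That of *hfq* was lost in 7 alternatives. It did not pass for *ppsR*, and was −0.05 (standard error 0.26, adjusted p = 0.894) for *prrA*, 0.54 (standard error 0.24, adjusted p = 0.0768) for *rpoE1*, 0.10 (standard error 0.34, adjusted p = 0.835) for *rpoH1*, 0.31 (standard error 0.23, adjusted p = 0.301) for *rne*, −0.68 (standard error 0.35, adjusted p = 0.119) for *rnc* and −0.22 (standard error 0.23, adjusted p = 0.486) for *Pnp*. Under a single growth condition, *rpoH1* was higher in ΔStsR than in the wild type with 1.07 (standard error 0.24) under microaerobic and 1.18 (standard error 0.24) under phototrophic growth, and *rpoE1* was lower with −1.28 (standard error 0.18) and −0.75 (standard error 0.17). The calls for *rpoH1* and *rpoE1* under phototrophic growth were lost with only the compared conditions. *ppsR* had −0.45 (standard error 0.21, adjusted p = 0.0677) and −0.49 (standard error 0.21, adjusted p = 0.0710). From the StsR-dependent regulators, the paper concludes that StsR has a central role in adaptation to the environment. Every ΔStsR library was larger than every wild type library.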

Studies on different bacterial systems in recent years have revealed the important role of sRNAs as key mediators in large regulatory networks in bacteria (e.g., reviewed in [86,87]).

## Figures and Tables

**Figure 1:**
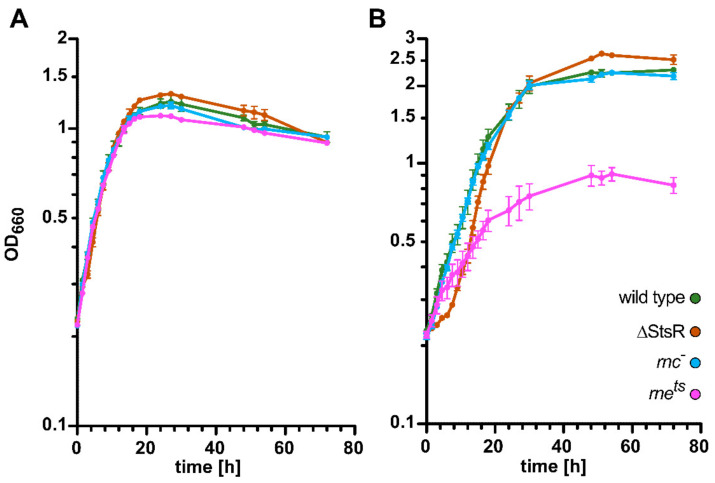
Growth behavior of the *R. sphaeroides* wild type and RNase E, RNase III, and StsR mutant strains. Bacterial strains were cultivated under microaerobic (**A**) or phototrophic (**B**) growth conditions. Optical densities were monitored at 660 nm (OD_660_) over a time span of 72 h. The mean values of independent biological triplicates of each strain are plotted. The standard deviation of the mean is indicated by the error bar.

**Figure 2:**
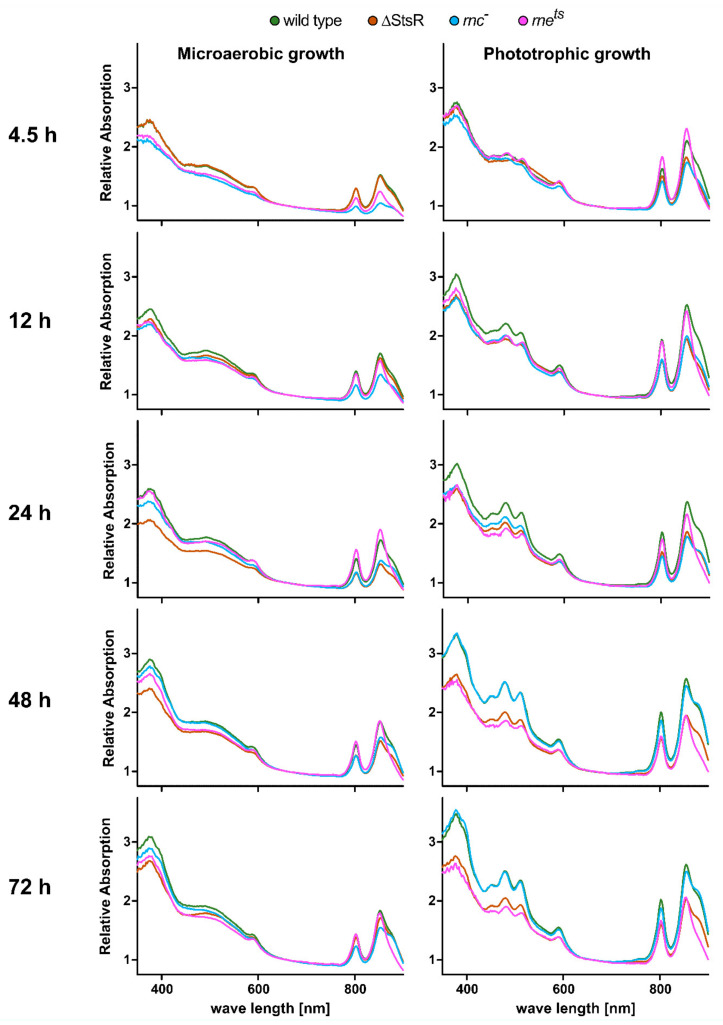
Whole-cell absorbance spectra of the *R. sphaeroides* wild type and StsR, RNase III, and RNase E mutant strains. Bacterial strains were cultivated under microaerobic (left panels) or phototrophic (right panels) growth conditions. Whole-cell absorbance spectra of independent biological triplicates were measured after 4.5 h, 12 h, 24 h, 48 h, or 72 h of growth. The mean values of independent biological triplicates (cell count normalized to OD_660_) are plotted.

**Figure 3:**
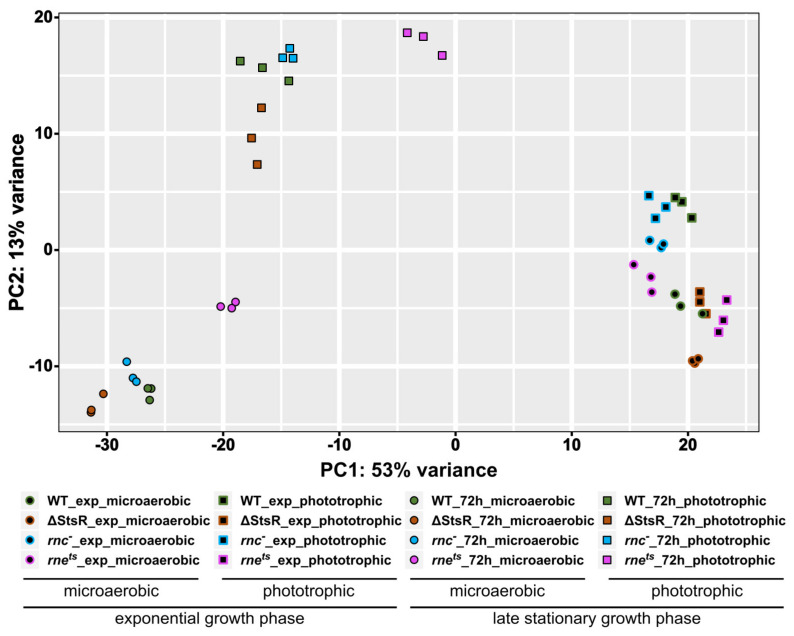
Principal component analysis of the total RNA profiling data obtained from wild type, *rne^ts^*, *rnc***^−^**, and ΔStsR mutants under various growth conditions. Total RNA of biological triplicates from each genotype was analyzed by RNA-seq. Cultures for RNA isolation and subsequent RNA-seq analysis were grown under microaerobic or phototrophic conditions to exponential or late stationary phase (72 h), as indicated by the symbol legend.

**Figure 4:**
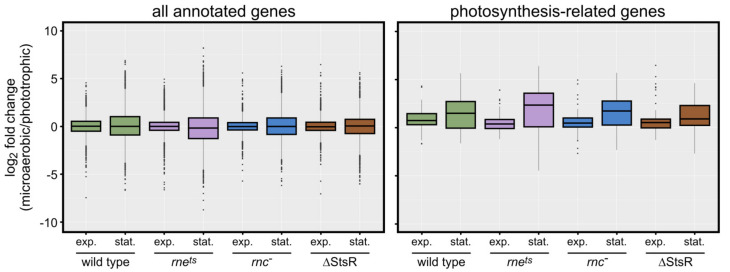
Box plots showing the distribution of the log_2_ fold changes of all annotated genes (**left panel**) and of 89 photosynthesis-related genes as outlined in the main text (**right panel**) from microaerobic to phototrophic growth conditions. The log_2_ fold changes are taken from the corresponding DESeq2 analyses as described in the Materials and Methods section.

**Figure 5:**
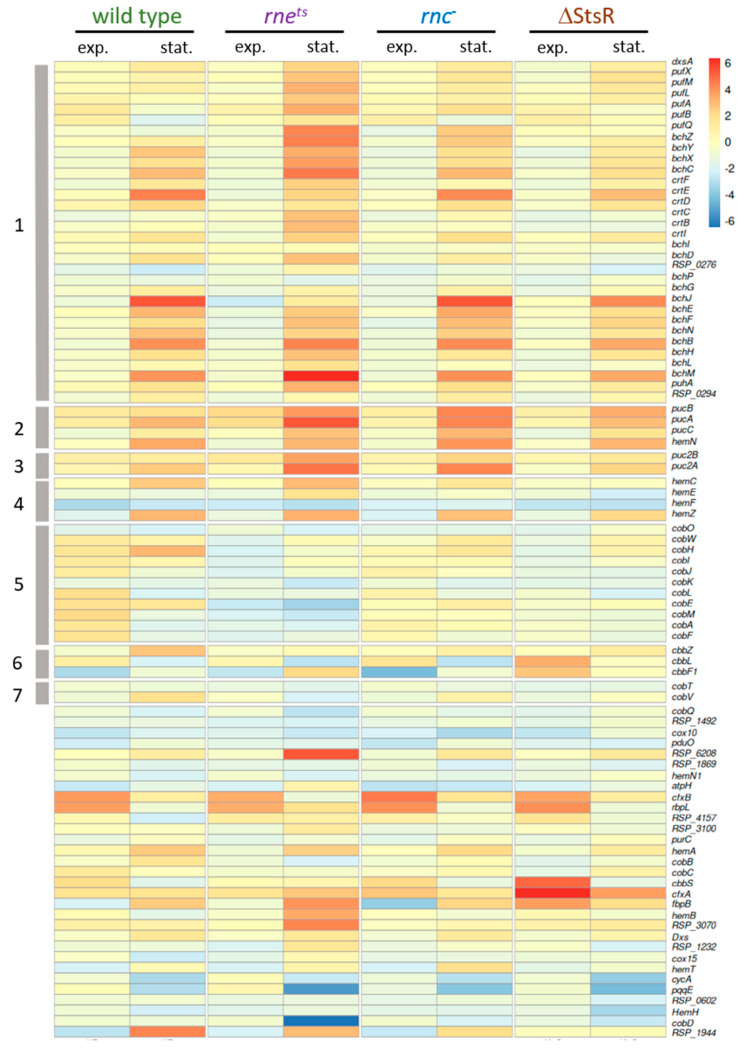
Heatmap visualizing the expression changes between microaerobic and phototrophic growth of photosynthesis-related genes (as log_2_ fold changes based on the DESeq2 analysis of the transcriptomes). As inclusion criterion for the heatmap, the plotted genes showed a significant expression (adjusted *p*-value < 0.05) in at least one comparison. Genes within one cluster (gray bars numbered 1 to 7, described in the main text) are localized adjacent to each other on the *R. sphaeroides* chromosome. The log_2_ fold change is depicted in a color code from blue (negative) to red (positive).

**Figure 6:**
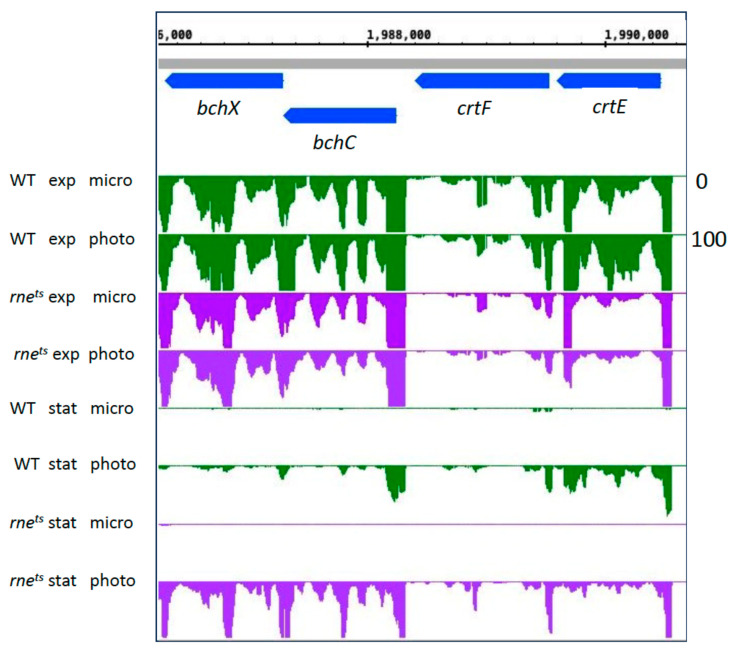
Normalized read coverage plot taken as a screenshot from the Integrated Genome Browser (IGB) showing reads for selected genes for bacteriochlorophyll (*bchCX*) and carotenoid (*crtEF*) syntheses. The *y*-axis count scale is indicated on the right side.

**Figure 7:**
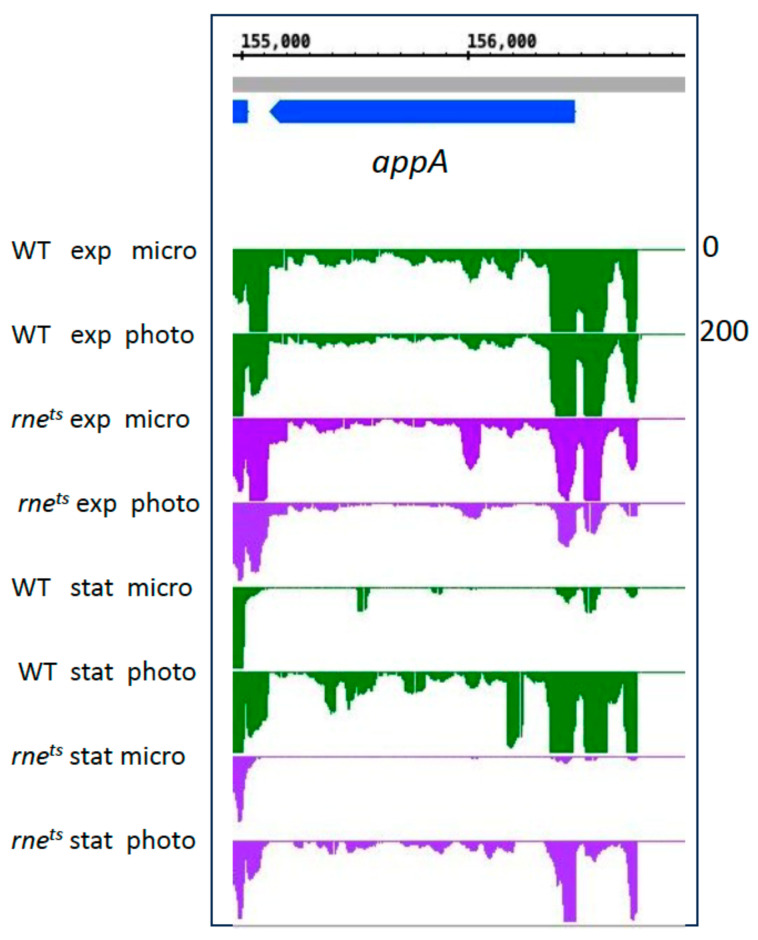
Normalized read coverage plot taken as a screenshot from the Integrated Genome Browser (IGB) showing reads for the *appA* gene, encoding an important regulator for the oxygen- and light-dependent expression of photosynthesis genes. The *y*-axis count scale is indicated on the right side.

**Figure 8:**
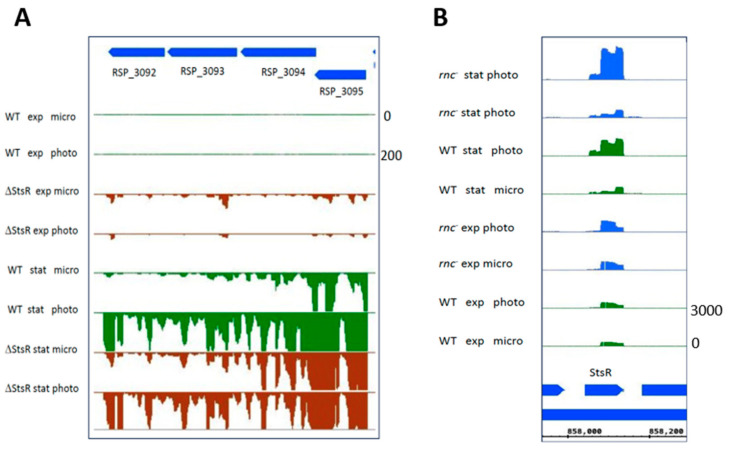
Normalized read coverage plots taken as a screenshot from the Integrated Genome Browser (IGB) showing reads for the *RSP_3092-3095* genes (**A**) and the StsR-encoding gene (**B**). The *y*-axis count scale is indicated on the right side of each panel.

**Figure 9:**
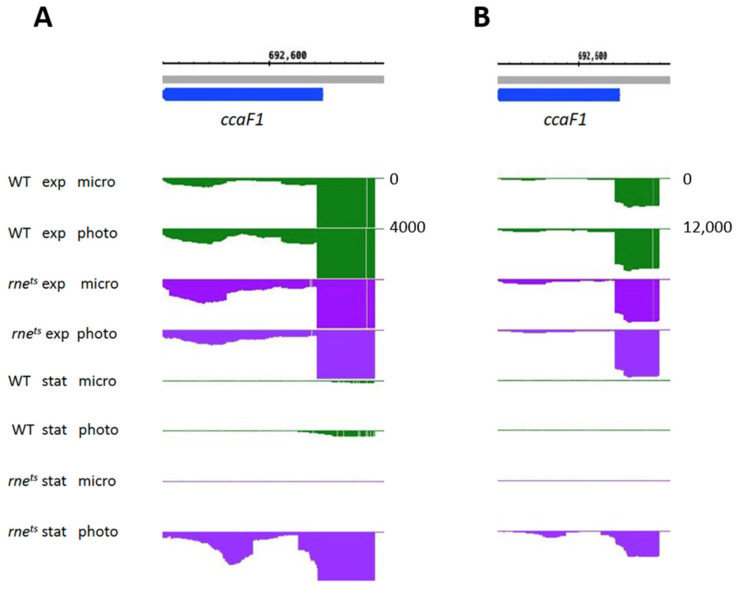
Normalized read coverage plot taken as a screenshot from the Integrated Genome Browser (IGB) showing reads for the *ccaF1* in the wild type and *rne^ts^* mutant. The *y*-axis count scale is indicated on the right side. A large scale is depicted in panel **B** (**A**: 0–4000 reads; **B**: 0–12,000 reads).

**Figure 10:**
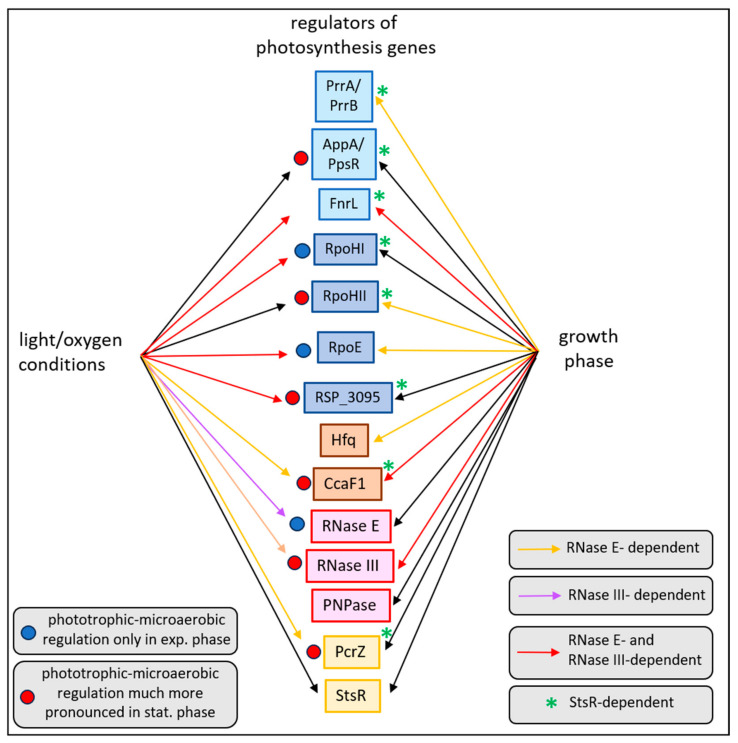
Overview on the effects of growth conditions (from microaerobic to phototrophic) and growth phases (from exponential to stationary) on the expression of genes important for regulation of photosynthesis genes. Arrows indicate effects dependent on either light/oxygen conditions or the growth phase. Orange, purple, and red color indicates an additional dependency on RNase E, RNase III, or both RNase E and RNase III, respectively.

**Table 1:** Mean log_2_ fold change in expression within a gene cluster (as outlined in the main text) based on DESeq2 analysis of all annotated genes between phototrophic and microaerobic growth conditions. The number of genes within a cluster is given in row 2. Strong changes in average expression (log_2_ fold change > 1.6 or <−1.6) are marked in red (strong positive change) and blue (strong negative change). A summary of all corresponding log_2_ fold changes and their adjusted *p*-values obtained from the DESeq2 analyses is provided in Supplementary Table S1 (for all analyzed genes) and Supplementary Table S2 (for selected genes).

	Gene Expression Change from Microaerobic to Phototrophic Given as log_2_ Fold Change							
	Wild Type		*rne^ts^*		*rnc* ^−^		ΔStsR	
	Exp.	Stat.	Exp.	Stat.	Exp.	Stat.	Exp.	Stat.
PS gene cluster (*n* = 38)	0.7	2.0	0.5	2.7	0.5	2.2	0.5	1.6
motility (*n* = 63)	−1.7	−0.7	2.8	−2.2	−0.5	−0.4	0.3	−1.1
*dcw* gene cluster (*n* = 24)	−0.2	0.5	0.1	0.3	−0.3	0.8	−0.3	0.6
ribosomal gene cluster (*n* = 37)	−0.4	1.3	0	0.9	−0.4	1.1	0	0.7
*nuo* gene cluster (*n* = 22)	−0.5	0.1	−0.5	−0.7	−0.5	−0.2	0.7	0.1

**Table 2:** Expression change (based on DESeq2) of selected genes with a role in the regulated formation of photosynthetic complexes. RNAs with log_2_ fold change ≥ 1 are highlighted in red; RNAs with log_2_ fold change ≤ −1 are highlighted in blue. When the analyzed RNA comprises more than one gene, the mean is given. We considered expression as dependent on RNase E, RNase III, or StsR when the calculated fold change in expression differed by at least a factor of 2 compared to the wild type changes (marked in bold). *: adjusted *p*-value < 0.05; n.a.: this RNA is missing or altered in the mutant. A summary of all corresponding log_2_ fold changes and their adjusted *p*-values obtained from the DESeq2 analyses is provided in Supplementary Table S1 (for all analyzed genes) and Supplementary Table S2 (for selected genes).

		Gene Expression Change from Microaerobic to Phototrophic Given as log_2_ fold Change							
		Exponential Phase				Stationary Phase			
		WT	*rne^ts^*	*rnc* ^−^	ΔStsR	WT	*rne^ts^*	*rnc* ^−^	ΔStsR
***A***	*pucBAC*	1.5	2.2 *	1.4	1.1	2.8 *	4.5 *	4.4 *	3.4 *
	*pufQ-X*	1.6 *	0.8 *	1.0	1.2 *	0.8	3.5 *	**2.0**	1.6 *
	*hemZ*	−0.4	0.1	−0.7 *	0.0	3.7 *	3.7 *	3.4 *	2.9 *
	*hemA*	1.4 *	**0.3**	0.9 *	0.6 *	3.3 *	3.2 *	3.0 *	2.1 *
	*crtE*	1.2 *	**−0.2**	0.7 *	0.7 *	4.8 *	3.0 *	4.6 *	3.5 *
	*crtIB*	1.1 *	**−0.4**	0.8 *	0.5	1.8 *	3.4 *	1.8 *	1.1 *
	*crtD*	1.5 *	0.6 *	1.0 *	0.6 *	3.0 *	2.4 *	2.7 *	2.4 *
	*bchCXYZ*	0.7	0.5	0.3	0.4	2.9 *	4.5 *	3.1 *	2.3 *
	*bchEJ*	0.6	**−0.4**	0.4	0.9 *	4.6 *	2.6 *	4.8 *	3.7 *
	*crtA-bchI*	1.3 *	1.1 *	0.9 *	0.9 *	2.3 *	3.3 *	2.4 *	1.7 *
	*RSP_0290*	1.1 *	0.9 *	0.9 *	0.8 *	2.3 *	3.3 *	2.9 *	1.8 *
	*fbcFBC*	0.8	0.6 *	0.5	0.6	1.8 *	4.1 *	2.0 *	2.3 *
***B***	*prrA*	0.4	−0.1	−0.1	0.0	0.3	1.4 *	0.8 *	0.2
	*prrB*	0.2	0.1	0.1	−0.3 *	0.3	−0.5 *	0.3	1.0 *
	*fnrL*	−1.0 *	−0.3	−0.4 *	−0.6 *	−1.1 *	−0.3	−0.7 *	**−0.1**
	*appA*	−0.2	−0.6 *	−0.7 *	−0.1	3.4 *	2.4 *	2.8 *	1.9 *
	*ppsR*	−0.9 *	−0.3	−0.4 *	−0.7 *	0.1	0.6 *	0.5 *	0.0
***C***	*rne*	−1.0 *	n.a.	−0.5 *	−1.0 *	0.4 *	n.a.	0.7 *	0.7 *
	*rnc*	−0.7 *	0.2	n.a.	−0.4 *	1.8 *	**0.0**	n.a.	1.0 *
	*pnp*	0.1	0.8 *	0.1	0.4 *	−0.5 *	0.3	0.0	−0.8 *
***D***	*rpoHI*	2.2 *	1.2 *	1.5 *	1.1 *	0.1	−2.1 *	−0.8 *	0.1
	*rpoHII*	0.3	−0.6 *	0.2	**1.3** *	0.7 *	0.8 *	0.6 *	**2.9**
	*rpoE1*	0.7 *	0.2	0.5 *	0.7 *	2.1 *	0.7 *	1.7 *	2.5 *
	*RSP_3095*	0.1	−0.2	−0.1	−0.2	2.3 *	0.6 *	**0.3**	**−0.4**
***E***	*pcrZ*	0.0	0.4 *	0.4	2.6 *	0.8 *	−1.7 *	0.0	−0.4 *
	*stsR*	0.6 *	0.9 *	0.0	n.a.	1.4 *	1.4	1.7 *	n.a.
	*upsM*	−1.1 *	−1.0 *	−0.5	**−0.3**	−1.6 *	**−0.6**	**−0.2**	**0.3**
	*ccsR1*	1.7 *	0.7 *	**0.5**	1.6 *	3.1 *	5.2 *	2.2 *	5.2 *
***F***	*hfq*	0.2	0.2	0.2	0.2	-0.1	0.4 *	0.3 *	0.4 *
	*ccaF1*	0.7 *	0.7	**−0.3**	−0.1	2.0 *	6.3 *	2.9 *	4.2 *

## Data Availability

The RNA-seq data are available in the NCBI gene expression omnibus (GEO) repository. The data for wild type and RNase E mutant grown to exponential phase are listed in GSE200990 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200990 (accessed on 15 July 2024). Data of the RNase III mutant from exponential phase are listed in GSE236804 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236804 (accessed on 15 July 2024)). The RNA sequencing of the ΔStsR strain and the stationary phase data of the other strains are listed in GSE271933 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271933 (accessed on 15 July 2024)).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25169123/s1.

# Supplementary material for: The Impact of the Major Endoribonucleases RNase E and RNase III and of the sRNA StsR on Photosynthesis Gene Expression in Rhodobacter sphaeroides Is Growth-Phase-Dependent
**Source:** Int J Mol Sci. 2024 Aug 22;25(16):9123. doi: 10.3390/ijms25169123
**Supplement:** Supplementary file 1

Supplementary Material

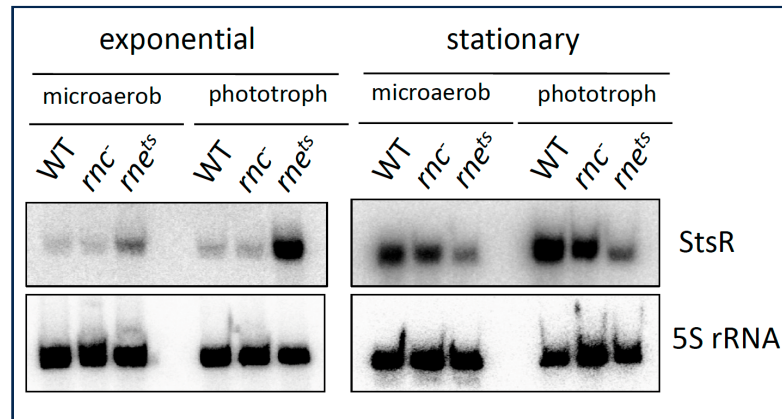

Figure S1. Northern blot showing the steady state level of the sRNA StsR in wild type (WT), the *mcs* and the *mcs* strain under different growth conditions (microaerobic and phototrophic) and in different growth phases (exponential and stationary). 5S rRNA serves as a loading control.

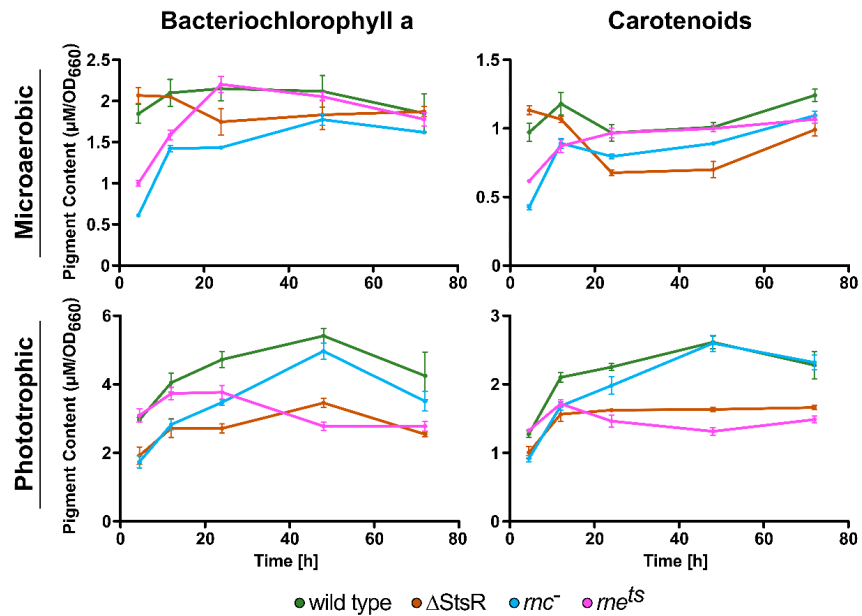

Figure S2. Quantification of photopigments at various time points from exponential to late stationary growth phase. Bacterial strains were cultivated under microaerobic (top panels) or phototrophic (bottom panels) growth conditions. Samples for methanol/acetone extraction of photopigments were harvested after 4.5 h, 12 h, 24 h, 48 h or 72 h of growth. The mean contents of bacteriochlorophyll a (left panels) and carotenoids (right panels) of independent biological triplicates, cell count normalized to OD₆₆₀, are plotted. The standard deviation of the mean is indicated as error bar.

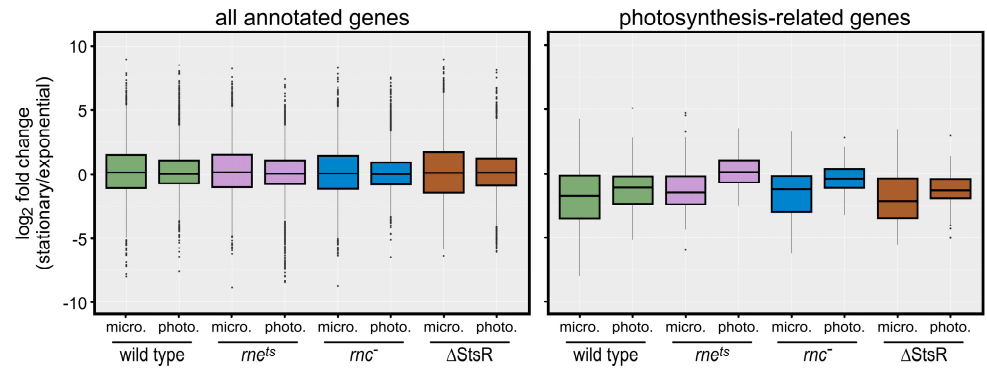

Figure S3. Box plots showing the distribution of the $\log_2$ fold changes of all annotated genes (left panel) and of photosynthesis-related genes as outlined in the main text (right panel) from exponential to stationary phase. The $\log_2$ fold changes are taken from the corresponding DESeq2 analyses as described in the materials and methods section.

How the deposited data were processed for this re-analysis (not part of the article)

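The 30 libraries of 10 conditions were analysed from the deposited table of counts per gene, which holds whole numbers, and no reads were aligned anew. The authors had made it with fastp 0.23.4, Bowtie2 2.5.2, SAMtools 1.18 and featureCounts 2.0.6 from total RNA, with stranded counting per gene and reads mapping to several places counted in fractions. Strain, growth condition, growth phase and replicate number were read from the sample labels. The comparisons, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the later additions and departures stated below. At that time the values in the paper's tables had been read.

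Genes were kept with filterByExpr at a minimum of 10 counts, scaled with TMM and fitted with edgeR 4.0.16 (R 4.3.3) and its quasi-likelihood method with 1 coefficient per condition and 20 residual degrees of freedom. Of 4550 features, 4537 had a count and 4288 were tested. There were 17 comparisons: 5 of phototrophic with microaerobic growth, 6 of a mutant with the wild type, 2 of stationary with exponential phase in ΔStsR, and 4 interactions. The threshold was an adjusted p under 0.05 per comparison. Levels (CPM) are means and SD over 3 libraries of counts divided by TMM-scaled library sizes. Principal components and Euclidean distances were computed from log2 CPM with a prior count of 2 over the 500 most variable genes.

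Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, on values from voom of limma 3.58.1. The p values were adjusted over 40 lists and 17 comparisons, 680 tests in all. The replicate SD of a list mean was computed from the list means per library of these log2 values, and for the comparison with the values of the paper from log2 CPM with a prior count of 2. With an estimated correlation no list kept an adjusted p under 0.05. The lists followed the paper where it names ranges or genes (the photosynthesis gene cluster, the photosynthesis-related genes, the clusters of its heat map, motility, *dcw*, ribosomal and *nuo* genes, the operons of its Table 2) and gene names elsewhere. The paper took the photosynthesis-related genes from GO terms and states that all found genes met its limits for base mean and adjusted p in these samples. Of the clusters in its heat map it also states that some genes are not shown because of these limits. In each alternative, the p values from camera were adjusted over the same lists and over all comparisons that its libraries allow.

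The identifiers of the count table carry no names apart from 76 features, and the RefSeq table that was supplied belongs to another assembly with other locus tags. Names were therefore taken from the paper's Tables S1 and S2 by nearest fold changes, which departs from the rule that names come from annotation alone. The first 1999 of 4550 rows of Table S1 were read, 2551 were left out, and the tolerance was raised from 0.05 to 0.1 after the files had been seen. The largest distance of a joined row was 0.0681 and the smallest distance of a next-nearest feature 0.0491. Of 12 features named in both sources, 12 were found again. Of 380 gene symbols that also occur in the RefSeq table, 342 had the same length there, against 1.49 of 380 with shuffled names. In a test with known pairs and added noise (SD 0.004 and 0.02), 498 and 494 of 500 rows were joined to the right feature and 0 to a wrong one. In all, 2070 of 4550 features were named and 2480 were not.

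Genes are named in the text by 4 rules: the genes that the paper names in its Table 2 and in its sections on regulators and RNAs, the genes of the photosynthesis gene cluster, of clusters 4 to 7 and *RSP_3092* to *RSP_3095*, up to 10 genes per comparison with the largest log2 fold changes and an adjusted p under 0.05 whose libraries do not overlap and which reach 10 CPM, and up to 4 genes per described list. Of 2 groups of 3 libraries, 10% of genes do not overlap by chance. For interactions the criterion of separate libraries was not used. The genes *flgE* and *fliM* were added to give motility genes with more counts.

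The test was checked on simulated counts, drawn for all 30 libraries from each gene's mean level and the spread that edgeR had estimated. With changes put into the simulated phototrophic wild type, 79 of 100 genes at 2-fold and 100 of 100 at 4-fold were found. There were 9 false calls among 4214 genes. With changes in the simulated microaerobic stationary ΔStsR libraries, 89 and 100 of 100 were found, with 13 false calls among 4203 genes. Such counts follow the model that the test assumes, so the false calls do not show its behaviour on the real libraries.

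Alternatives were RLE scaling, no filter, a mean count over 10, DESeq2 1.42.0, a fit of only the compared conditions, a fit of the 24 stationary libraries, the replicate number as a block, counts without rRNA- and tRNA-size features, counts thinned to the smallest library (8980264 counts), a 2-fold threshold, and fits without single libraries. Thinning of all other counts to their smallest total (367453) was added after the data had been seen, as was the definition of the rRNA- and tRNA-size features, 9 and 61 features. The median log2 fold change of all genes moved by −0.15 to 0.12 over the comparisons with RLE scaling and by −0.28 to 0.16 with only the compared conditions in the fit, so log2 fold changes below about 0.3 depend on these choices.

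Exponential libraries of the wild type, *rne ts* and *rnc***-**, growth curves, pigment spectra and blots were not analysed here.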

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

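The tests with the thinned other counts, *RSP_3095* included, with the library totals and with regrouped libraries of 2 conditions were chosen after the results were seen, and those without the rRNA- and tRNA-size features, without single libraries and with regrouped libraries of the interactions before.

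Many genes differed between ΔStsR and the wild type in stationary phase, and the response to phototrophic growth differed for 1726 genes (876 larger and 850 smaller, or 663 and 1027 without the rRNA- and tRNA-size features). All ΔStsR libraries were larger, and the smallest had 1.734 times the total of the largest other library. After all other counts were thinned to the smallest library, 1517 genes still differed under microaerobic growth at equal numbers of counts (edgeR), so that depth is not the whole cause. Of the genes that differed with all counts, 65.72% stayed so in the same direction, which leaves the part of depth in the others open. An effect of the missing StsR and an effect of a separate batch cannot be told apart with these libraries. Of 100 regroupings of the libraries, 3 gave as many interaction genes, the real one included, and the highest other count was 1866. Regroupings that mixed both sides, the libraries of each growth condition, gave at most 1. The 2 other large ones left a side unmixed, which keeps the whole strain difference under that growth condition. Since the set holds such regroupings, its share of large counts does not decide on chance.

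In *rne ts*, the response to phototrophic growth differed from the wild type for 2296 genes, and in *rnc***-** for 744. The mutant differs from the wild type in the share of rRNA- and tRNA-size features, but without these 90.55% of the interaction genes stayed so in the same direction. The microaerobic *rne ts* libraries held few other counts. After thinning to the smallest of them, the number in *rne ts* was 4.896 times that of *rnc***-**, so it stayed larger at equal numbers of counts. Thinning cut the other libraries and left the microaerobic *rne ts* ones nearly as they were. It therefore cannot show what their few counts add to the number. Of 100 regroupings, 1 gave as many genes for *rne ts*, the real one. The highest other count was 1937, and regroupings that mixed both sides gave at most 7. For *rnc***-**, 6 gave as many and the highest other count was 1561. The 5 others left a side unmixed, and mixed ones gave at most 27. An unmixed side keeps the whole strain difference under that growth condition, so these shares of large counts do not decide on chance.

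The sigma factor gene *RSP_3095* rose under phototrophic growth in the wild type, while its fall in ΔStsR was lost in 3 alternatives and in 6 fits without 1 library. Its response differed between the strains by −2.59. A single library does not carry this difference, since in fits without 1 library the value nearest to 0 was −2.4363. After thinning the difference was −2.5556. Thinning does not shift the expected fold change of a gene with many counts, so this value could not decide on depth. What stays open is the part of depth and of a separate batch, and whether StsR acts on *RSP_3095* itself, which levels cannot show.

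Further responses differed between groups of samples. In ΔStsR the response to phototrophic growth differed between stationary and exponential phase for 2598 genes, and of 100 regroupings 6 gave as many (highest other 3171). The 5 others left a side unmixed, which keeps the whole phase difference under that growth condition, and mixed ones gave at most 1. The share of large counts therefore does not decide on chance. The response of *cysW*, for a sulfate transporter, differed between ΔStsR and the wild type by −5.58 and that of *cysP* by −5.22, the direction being opposite in the strains for *cysP*. The response of *mttB* in *rne ts* differed from the wild type by 6.52 with opposite directions, and that of *ccaF1* by 4.49. The response of *metF*, for methylenetetrahydrofolate reductase, differed in *rnc***-** by 2.69. Among genes that the paper does not discuss, *radC*, annotated for DNA repair, was higher in *rnc***-** than in the wild type under phototrophic growth with a log2 fold change of 4.40, and *murD*, for cell wall synthesis, lower under microaerobic growth with −2.87. *expE1* was higher in ΔStsR than in the wild type under microaerobic growth with 3.99, and *kbl* rose into stationary phase in ΔStsR with 7.28. Mean log2 fold changes against the wild type were −1.26 for 12 iron uptake genes and 1.17 for 9 nitrogen assimilation genes in ΔStsR under phototrophic growth, and 1.65 for 17 hydrogenase genes in *rne ts* under microaerobic growth.

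For the comparisons of 3 with 3 libraries, only 10 regroupings exist, too few for a share under 0.05, and in each the real one was the 1 with the most genes. Every other regrouping mixes the 2 groups, which raises the spread within them. Low counts there follow from any difference between the groups, a batch included, and do not decide on its cause. From microaerobic to phototrophic growth, the real and the highest other count were 2826 and 7 in the wild type, 2715 and 3 in *rne ts*, 2745 and 0 in *rnc***-**, 2835 and 0 in stationary ΔStsR, and 1884 and 1 in exponential ΔStsR cells. Against the wild type they were 2638 and 0, and 2359 and 107 for *rne ts* under microaerobic and phototrophic growth, 1511 and 3, and 851 and 204 for *rnc***-**, and 2258 and 2, and 1467 and 505 for ΔStsR. Between phases they were 3676 and 0, and 3303 and 0.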

How the results depend on the processing

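The alternative with thinned other counts was added after the results were seen, the definition of the rRNA- and tRNA-size features after the data were seen, and all others were planned before. No named gene or set turned its direction in an alternative while passing the threshold there or with all libraries. The mean of ribosomal genes in exponential ΔStsR cells, which did not pass, was 0.02, and −0.09 without the library of phototrophic replicate 1. The larger of the numbers of higher and lower genes changed sides in at least 1 alternative for 16 of 17 comparisons, all but that of ΔStsR with the wild type under microaerobic growth. With the other counts thinned, the number of changed genes was 1857 in stationary and 1035 in exponential ΔStsR cells for phototrophic against microaerobic growth, 982 and 507 for *rnc***-** against the wild type under microaerobic and phototrophic growth, 802 for ΔStsR against the wild type under phototrophic growth, and 364 for *rnc***-**, 1009 for ΔStsR and 1491 for the phases of ΔStsR among the interactions. With a threshold of 2-fold added, 1588 and 656 genes remained in stationary and exponential ΔStsR cells, 1521 for *rne ts* under phototrophic growth, 579 and 312 for *rnc***-**, and 1170 and 579 for ΔStsR against the wild type. With only the compared conditions in the fit, 253 genes were called for *rnc***-** and 668 for ΔStsR against the wild type under phototrophic growth. For the interaction of *rnc***-** the number was 416. The distance ratio of *rne ts* was 1.66 over all tested genes. Without the genes of the photosynthesis gene cluster, the mean of the photosynthesis-related genes was 0.68 in the wild type, 0.91 in *rne ts* and 0.51 in stationary ΔStsR cells. These sets no longer passed. For *rnc***-** and exponential ΔStsR cells, leaving out these genes did not change the outcome of the set test. With DESeq2, the mean of the photosynthesis-related genes was 1.44 in the wild type and 1.99 in *rne ts*, that of motility genes −2.38 and of *dcw* genes 0.19 in *rne ts*. The *nuo* set of stationary ΔStsR cells, with a mean of 0.66 and adjusted p = 0.0502 from camera, passed with no filter (0.66), the replicate number as a block (0.65), without rRNA- and tRNA-size features (0.63), without the library of microaerobic replicate 1 (0.64) or 2 (0.68) and without that of phototrophic replicate 3 (0.71). Over all fits without 1 library the mean was 0.55 to 0.71, and over all alternatives the adjusted p from camera was 0.0311 to 0.121. CPM levels of named genes left their replicate SD in 2119 of 5620 cases, 1856 of them in the 2 alternatives without the rRNA- and tRNA-size features, where CPM refer to other totals, and in 190 of 2820 cases without 1 library. Interquartile ranges did so in 7 of 49 and in 2 of 36 cases, at 1.81 to 2.21. The cause of these changes was not tested. Replicate numbers do not pair samples, and with 3 libraries per condition small changes are missed.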

Differences from the paper's values

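The comparison with the paper's values was planned before the data were examined, and turning signs was added after the values were seen. Names were joined by fold changes between growth conditions, so that agreement in those columns was built in for single genes, for list means of named genes and for differences between strains in the response, but not for levels and for comparisons between strains under the same growth condition.

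A value was counted as differing when its sign was different or when it lay further away than the replicate SD. No allowance was made for the rounding of the paper's values, so some of the small differences may come from it. Of 25 list means in the paper's Table 1, 13 differed, of 136 values of its Table 2 9 and of 162 values of its Table S3 22. The sign was different in 3, 2 and 11. For the photosynthesis gene cluster, the paper gives 2.0, 2.7, 2.2 and 1.6 for stationary wild type, *rne ts*, *rnc***-** and ΔStsR and 0.5 for exponential ΔStsR cells, against 2.26, 3.56, 2.74, 2.11 and 0.62. For the *nuo* genes it gives 0.1, −0.7, −0.2, 0.1 and 0.7, against 0.78, 0.46, 0.54, 0.66 and −0.68. The value of 0.46 in *rne ts* was 0.26 with only the compared conditions in the fit, and 0.30 with thinned other counts and also without the library of phototrophic replicate 2. The *nuo* value of exponential ΔStsR cells is 0.68 when read as microaerobic minus phototrophic. For the 15 *nuo* genes whose names lack the 1, which were set beside these values after they were seen, the means are −0.04, −0.24, −0.24, 0.18 and −0.96. These 15 include *nuoCD*, which lies between *nuoB1* and *nuoE1* and has 2.35 in the wild type in the paper's Table S1. The names thus do not separate the *nuo* genes by position. None of the alternatives, which all used the 26 *nuo* genes, brought the 10 values of the cluster and these 26 within reach of the paper's values. The means of the 26 *nuo* genes in the paper's own Table S1 are 0.86, 0.35, 0.59, 0.66 and −0.65. The numbers of genes were 39, 58, 18, 38 and 26 for the photosynthesis gene cluster, motility, *dcw*, ribosomal and *nuo* genes, against 38, 63, 24, 37 and 22 in the paper, and 90 against 89 photosynthesis-related genes.

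For other list means some alternatives agreed. The paper's mean for motility genes in *rne ts* is −2.2 against −2.49, reached with only the stationary libraries. The median was −2.22, and with 4 genes that had no count in 1 condition set at their bound the mean was −2.13. Its value for *dcw* genes in ΔStsR is 0.6 against 0.47, reached with thinned counts. Its value for ribosomal genes in the wild type is 1.3 against 1.18, reached with RLE scaling, DESeq2, only the compared conditions, only stationary libraries and without the rRNA- and tRNA-size features.

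In Table 2, none of the alternatives reached the paper's *fbcFBC* value in the wild type (1.8 against 2.07), its *prrB* value there (0.3 against −0.40, which is 0.40 when the sign is turned) and its StsR value in *rne ts* (1.4 against 0.14). The same 5 alternatives as for ribosomal genes reached *pufQ* to *pufX* (0.8 in the paper against 0.71) and *rpoHI* (0.1 against −0.029, or 0.029 with the sign turned) in the wild type. In *rne ts*, *pufQ* to *pufX* (3.5 in the paper against 3.69) was reached with only the compared conditions and with thinned counts, *RSP_0290* (3.3 against 3.54) with only the compared conditions and only stationary libraries, and *fbcFBC* (4.1 against 4.23) with all but 2, no filter and the replicate number as a block. For *prrB* in exponential ΔStsR cells (−0.3 in the paper against −0.38), RLE scaling, DESeq2, only the compared conditions and thinned counts did.

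Table S3 is headed as wild type over strain, but most of its values run from wild type to strain. Rows that no alternative reached and that match with the sign turned are, given as the paper's value, the value here and the latter turned, ΔStsR under phototrophic growth at *pucBAC* (−1, 1.03 and −1.03), *pufQ* to *pufX* (0.05, −0.032 and 0.032), *hemZ* (0.3, −0.32 and 0.32), *bchCXYZ* (−0.3, 0.31 and −0.31) and *bchEJ* (0.4, −0.39 and 0.39). Further ones are ΔStsR under microaerobic growth at *bchEJ* (−0.5, 0.43 and −0.43) and *ccaF1* (0.1, −0.19 and 0.19), and *rnc***-** under phototrophic growth at *crtE* (−0.7, 0.69 and −0.69). Rows that match on neither scale are *crtIB* in *rnc***-** under phototrophic growth (−0.2 in the paper against 0.84), *bchCXYZ* in *rne ts* under phototrophic growth (4.1 against 3.20), *crtA*-*bchI* in *rne ts* under microaerobic growth (1.3 against 0.52) and *fbcFBC* in ΔStsR under microaerobic growth (0.5 against −0.0080).

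In *rne ts* under microaerobic growth, the 5 alternatives named for ribosomal genes reached *hemZ* (0.1 in the paper against −0.00090, or 0.00090 turned), *fbcFBC* (0.2 against 0.03), *rpoE* (−0.2 against −0.34) and *hfq* (−1.9 against −2.03). RLE scaling, DESeq2, only stationary libraries and leaving out rRNA- and tRNA-size features reached *hemA* (−0.4 against −0.48), and these with only the compared conditions and thinned counts *pufQ* to *pufX* (−0.9 against −1.07). Under phototrophic growth, *pufQ* to *pufX* (1.8 in the paper against 1.91) and *fbcFBC* (2.1 against 2.19) were reached with only the compared conditions, only stationary libraries and without rRNA- and tRNA-size features. In ΔStsR under microaerobic growth, *RSP_3095* (1.2 in the paper against 1.13) was reached with RLE scaling, DESeq2 and only stationary libraries, and *hfq* (0.3 against 0.26) with RLE scaling, no filter, DESeq2 and thinned counts. The exponential part of that table also prints adjusted p values of −0.6 for *crtA*-*bchI* and −0.03 for UpsM, which no p value can take.

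The paper also makes statements in words. It describes *hfq* as unaffected by growth condition, RNase E and StsR. By its own measure of RNase dependency, a 2-fold difference between the changes in mutant and wild type, the differences here also stay below 2-fold. In level, which is another measure, *hfq* was lower in *rne ts* under both conditions, under microaerobic growth also in its Table S3, and higher in ΔStsR under phototrophic growth. It describes *fnrL* as lower under microaerobic growth, whereas *fnrL* was lower under phototrophic growth in the stationary wild type, *rnc***-** and exponential ΔStsR cells, which is also the direction of the paper's Table 2 (−1.1, −0.7 and −0.6). An effect of RNase E on *appA* under both conditions is stated for both phases, as stronger in stationary phase. In stationary phase the value under microaerobic growth did not pass the test, and exponential libraries of these strains were not analysed. A stronger rise of StsR in *rnc***-** than in the wild type and a control by RNase III are stated, and in stationary phase neither difference passed. The paper also shows exponential values, read coverage and a northern blot of StsR, which were not analysed here. Motility genes are said to differ from the wild type in all mutants, in a section that covers both phases. In stationary phase, the interaction passed for 2 of 58 genes in *rnc***-** and 9 of 58 in ΔStsR. The exponential phase of the wild type was not analysed, so the statement was not tested there. The text states an influence of StsR on all regulators of the paper's Figure 10, whose marks leave out several of them. For *ppsR*, no comparison of stationary ΔStsR cells with the wild type passed. Figure 10 marks a response of RpoE to growth conditions only for the exponential phase, whereas the text describes it as stronger in the stationary phase, where *rpoE1* rose in all 4 strains.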

Other observations

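The lists were fixed before the data were examined, and the genes described here were picked by size after the results were seen.

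The gene *cysW*, for a sulfate transporter, fell under phototrophic growth from 97.0 ± 18.7 to 1.83 ± 0.561 CPM (SD, n = 3) in stationary ΔStsR cells, a log2 fold change of −5.72 (standard error 0.45, adjusted p = 6.69e-13), and had 5.49 ± 0.537 and 4.71 ± 3.07 CPM in the wild type. Its neighbours *cysP* and *cysT*, for the binding protein and the permease of the same transporter, rose in the wild type with log2 fold changes of 2.42 (standard error 0.37) and 2.37 (standard error 0.39) and fell in ΔStsR with −2.80 (standard error 0.32) and −2.36 (standard error 0.32). The methionine transporter genes *metN* and *metQ* were lower in ΔStsR than in the wild type under phototrophic growth, with −3.78 (standard error 0.48) and −2.80 (standard error 0.45), at levels of 60.1 ± 48.1 and 11.8 ± 8.68 CPM in the wild type and 4.40 ± 0.910 and 1.76 ± 0.452 in ΔStsR. Of 12 iron uptake genes, 0 were higher, 8 were lower and 4 did not pass the test (0 and 9 when adjusted over the list alone) in ΔStsR under phototrophic growth, with *exbB*, for energy transduction in iron uptake, at −3.03 (standard error 0.42). The set test gave adjusted p = 4.19e-04 from camera, and adjusted p = 0.360 with an estimated correlation. Of 9 nitrogen assimilation genes, 6 were higher, 0 were lower and 3 did not pass the test (7 and 0 when adjusted over the list alone), with the ammonium transporter gene *amtB* at 2.31 (standard error 0.24), and the set test gave adjusted p = 9.98e-06 from camera, and adjusted p = 0.0834 with an estimated correlation. Every ΔStsR library was larger than every other library.

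In *rne ts*, *mttB* rose under phototrophic growth from 12.8 ± 0.388 to 50.9 ± 1.77 CPM (SD, n = 3), whereas it fell from 74.3 ± 8.53 to 3.19 ± 0.239 in the wild type. The gene *ihfB*, for a subunit of integration host factor, rose by 6.46 (standard error 0.32) in *rne ts* and 2.00 (standard error 0.25) in the wild type, a difference of 4.46 (standard error 0.38, adjusted p = 1.52e-11). Of 26 *nuo* genes, 23 were higher, 2 were lower and 1 did not pass the test (23 and 2 when adjusted over the list alone) in *rne ts* under phototrophic growth, with adjusted p = 1.10e-06 from camera, and adjusted p = 0.150 with an estimated correlation. Of 17 hydrogenase genes, 11 were higher, 1 was lower and 5 did not pass the test (12 and 1 when adjusted over the list alone) under microaerobic growth, with *hupK* at 4.95 (standard error 1.31), and the set test gave adjusted p = 0.0195 from camera, and adjusted p = 0.404 with an estimated correlation. Of 11 genes for terminal oxidases, 8 responded more to phototrophic growth than in the wild type, 0 responded less and 3 did not pass the test (8 and 0 when adjusted over the list alone). In *rnc***-**, *hemT*, for a 5-aminolevulinate synthase, was higher than in the wild type under phototrophic growth with 3.07 (standard error 0.20) and *murD* had 13.4 ± 1.05 CPM under microaerobic growth, against 98.1 ± 10.5 in the wild type. The gene *radC* had 16.5 ± 1.90 CPM in *rnc***-** and 0.776 ± 0.305 in the wild type under phototrophic growth.

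Both phases were compared in ΔStsR. The RNA polymerase-binding factor gene *dksA* fell into stationary phase under microaerobic growth with −5.48 (standard error 0.35), and rose under phototrophic growth in stationary cells of the wild type from 0.370 to 12.6 CPM, a log2 fold change of 5.09 (standard error 0.44, adjusted p = 5.96e-12). Of 16 chaperone and protease genes, 13 rose, 2 fell and 1 did not pass the test (13 and 3 when adjusted over the list alone) from exponential to stationary phase under phototrophic growth, with *clpB* at 2.87 (standard error 0.19), and the set test gave adjusted p = 0.00518 from camera, and adjusted p = 0.360 with an estimated correlation. Of 12 nitrogen fixation genes, 9 rose, 1 fell and 2 did not pass the test (9 and 1 when adjusted over the list alone) under microaerobic growth. Of 15 *nuo* genes whose names lack the 1, 0 rose, 15 fell and 0 did not pass the test (0 and 15 when adjusted over the list alone) under phototrophic growth in exponential phase, and of the 4 genes found of the citric acid cycle 0 rose, 4 fell and 0 did not pass the test (0 and 4 when adjusted over the list alone). Of 9 translation factor genes, 2 rose, 6 fell and 1 did not pass the test (2 and 6 when adjusted over the list alone) into stationary phase under microaerobic growth.

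From microaerobic to phototrophic growth in the stationary wild type, 3 rose, 3 fell and 2 did not pass the test (3 and 4 when adjusted over the list alone) among 8 genes of the oxidative stress response and 2 rose, 2 fell and 3 did not pass the test (2 and 2 when adjusted over the list alone) among 7 genes of phosphate uptake, with no direction in the set test (adjusted p = 0.865 from camera, and adjusted p = 0.864 from camera). Among 21 single genes of the paper's Table 2, 13 rose, 2 fell and 6 did not pass the test (13 and 2 when adjusted over the list alone). Many of the features with the largest values were not joined to a name, such as gene4385 with −6.77 (standard error 0.33) in the wild type and gene2646 with 8.32 (standard error 0.61) in *rne ts*.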
